# Social experience and pheromone receptor activity reprogram gene expression in sensory neurons

**DOI:** 10.1093/g3journal/jkad072

**Published:** 2023-03-27

**Authors:** Bryson Deanhardt, Qichen Duan, Chengcheng Du, Charles Soeder, Alec Morlote, Deeya Garg, Aishani Saha, Corbin D Jones, Pelin Cayirlioglu Volkan

**Keywords:** Drosophila, olfactory system, transcriptional responses, social experience, pheromone sensing, fruitless

## Abstract

Social experience and pheromone signaling in olfactory neurons affect neuronal responses and male courtship behaviors in Drosophila. We previously showed that social experience and pheromone signaling modulate chromatin around behavioral switch gene *fruitless*, which encodes a transcription factor necessary and sufficient for male sexual behaviors. Fruitless drives social experience-dependent modulation of courtship behaviors and physiological sensory neuron responses to pheromone; however, the molecular mechanisms underlying this modulation of neural responses remain less clear. To identify the molecular mechanisms driving social experience-dependent changes in neuronal responses, we performed RNA-seq from antennal samples of mutants in pheromone receptors and *fruitless*, as well as grouped or isolated wild-type males. Genes affecting neuronal physiology and function, such as neurotransmitter receptors, ion channels, ion and membrane transporters, and odorant binding proteins are differentially regulated by social context and pheromone signaling. While we found that loss of pheromone detection only has small effects on differential promoter and exon usage within fruitless gene, many of the differentially regulated genes have Fruitless-binding sites or are bound by Fruitless in the nervous system. Recent studies showed that social experience and juvenile hormone signaling co-regulate *fruitless* chromatin to modify pheromone responses in olfactory neurons. Interestingly, genes involved in juvenile hormone metabolism are also misregulated in different social contexts and mutant backgrounds. Our results suggest that modulation of neuronal activity and behaviors in response to social experience and pheromone signaling likely arise due to large-scale changes in transcriptional programs for neuronal function downstream of behavioral switch gene function.

## Introduction

Detection of the social environment through pheromone signaling is critical for animals to recalibrate sex-specific behaviors such as mating and aggression (Cushing and Kramer 2005; Curley et al. 2011; Dey et al. 2015; Sethi et al. 2019). It is thought that changes in social environment can modify the regulation of genes necessary for neuronal homeostasis, physiology, and transmission, ultimately affecting circuit function and behaviors (Cushing and Kramer 2005; Flavell and Greenberg 2008; West and Greenberg 2011). Previous studies on the effects of early life experience have identified changes in neuroanatomy, synaptic plasticity, neurotransmission, and gene expression. For example, maternal licking and grooming of pups increase DNA methylation around glucocorticoid receptor gene, leading to long-lasting effects on offspring stress responses and behaviors (Weaver et al. 2004; McGowan et al. 2009; Mifsud et al. 2011). However, transcriptional cascades driving sensory and social experience-dependent modulation of gene expression, circuit function, and behaviors remain unclear.

Identifying gene regulation cascades by which social signals influence neural and behavioral responses requires a model system with well-defined circuits and genetic regulators with roles in neurophysiology, circuit structure, and behavioral function. Circuitry for courtship behavior in *Drosophila melanogaster* is an excellent experimental system to address this question. In Drosophila, male-specific courtship behaviors are governed by a critical transcriptional regulator Fruitless^M^ (Fru^M^), which is encoded by the male-specific alternative splicing of the *fruitless* (*fru*) gene from the P1 promoter (Dickson 2008; Yamamoto and Koganezawa 2013). It is known that Fru^M^ is both necessary and sufficient for male courtship as loss of Fru^M^ in males leads to a loss of male–female courtship (Ryner et al. 1996; Demir and Dickson 2005; Von Philipsborn et al. 2014). Fru^M^ is expressed in approximately 2,000 interconnected neurons throughout the peripheral and central nervous system, and its expression is required for the development, function, and plasticity of the circuit which drives male-specific behaviors (Yamamoto and Kohatsu 2017). In particular, social cues such as pheromones can affect courtship behaviors in males (Kurtovic et al. 2007; van Naters and Carlson 2007; Yamamoto et al. 2013; Dweck et al. 2015; Lin et al. 2016; Yan et al. 2020). Two types of these pheromones, male-specific pheromone *cis*-vaccenyl acetate and non-sex-specific pheromones (such as methyl laurate and palmitoleic acid), activate Fru^M^-positive olfactory receptor neurons (ORNs) expressing Or67d and Or47b receptors, respectively (Kurtovic et al. 2007; Dweck et al. 2015; Lin et al. 2016). These two ORN classes act differently, with Or67d regulating male–male repulsive behaviors and aggression, whereas Or47b driving age and social experience-dependent male copulation advantage (Wang et al. 2011; Dweck et al. 2015; Lin et al. 2016; Sethi et al. 2019).

Previous studies have reported that different social contexts, as well as loss of Or47b or Or67d function, alter the regulation of *fru* transcription, particularly the enrichment of active chromatin marks around *fru* promoters (Hueston et al. 2016; Zhao et al. 2020). In addition, the expression of *fru^M^* isoforms in Or47b and Or67d ORNs affects physiological responses to pheromone ligands and courtship behaviors (Lin et al. 2016; Ng et al. 2019; Sethi et al. 2019; Zhang et al. 2020). It is likely that changes in social context, pheromone signaling, as well as subsequent changes in *fru* regulation, affect the expression of ion channels as well as neurotransmitter receptors regulating neurophysiology. Indeed, Fru^M^ binding is detected upstream of many ion channels and genes controlling neural development and function in the central brain (Neville et al. 2014; Nojima et al. 2014; Vernes 2014). Even though these studies point to the regulation of neuronal and circuit function by Fru^M^, very little is known about how it affects the expression of these target genes, or how pheromone signaling and social experience affect transcriptional programs by modulating Fru^M^.

Here, we performed antennal RNA-seq to determine transcriptional changes in response to social isolation and mutants in pheromone receptors or Fru^M^. Our results showed small modifications to *fru* exon and promoter usage in pheromone receptor mutants. Larger changes were detected in *fru^M^* mutants, suggesting adaptive changes to the *fru* isoform pool in the absence of the male isoforms. We also found that transcriptional programs associated with neural activity and function were altered. Many of the Fru^M^ target genes involved in regulating membrane potentials and synaptic transmission were misregulated in the same direction in *fru^M^* and pheromone receptor mutants. These results uncover a gene regulatory cascade from pheromone receptors to transcriptional programs that alter neuronal responses in different social contexts, potentially through changes in Fruitless function.

## Material and methods

### Fly genetics and genotypes

Flies were raised on standard fly food (containing yeast, cornmeal, agar, and molasses) at 25°C in a 12-hour light/12-hour dark cycle in cylindrical plastic vials (diameter, 24 mm and height, 94 mm). For social isolation (single housing, SH) condition, 80–100 hour-old pupae were separated by sex, and males were placed into individual vials, allowed to eclose alone, and aged to 7 days to deprive flies of pheromone interaction on ORNs. For group housing (GH) condition, 25–30 newly eclosed males were collected and placed into food vials. These were aged to 7 days, and 180 antennae were dissected per sample, for a total of three samples for *w^1118^ GH*, three samples for *w^1118^ SH*, three samples for *Or47b^1^* mutants (*Or47b^1^/Or47b^1^*; *Or47b-GAL4*, *UAS-mCD8GFP/Or47b-GAL4*, *UAS-mCD8GFP*), three samples for *Or67d^GAL4^* mutants (*UAS-mCD8GFP/UAS-mCD8GFP*; *Or67d^GAL4^/Or67d^GAL4^*), and two samples for *fru^LexA^/fru^4–40^* mutants (*w^+^*; *+/+*; *fru^LexA^/fru^4–40^*).

The genotypes used for in vivo imaging validation are listed in Table 1.

**Table 1.** Genotypes used in in vivo validation of expression.

Figure	Type	Genotype	Source
Fig. 6g,g’	Control	*+/+*; *5-HT2A[2048-GAL4]/40XUAS-mCD8GFP*	*5-HT2A[2048-GAL4]*: BDSC 66185
	*Or47b^1^*	*Or47b^1^/Or47b^1^*; *5-HT2A[2048-GAL4]/40XUAS-mCD8GFP*	
Fig. 6h,h’	Control	*dmGlut[0546-GAL4]/UAS-mCD8GFP*; *+/+*	*dmGlut[0546-GAL4]*: BDSC 63397; *Or67d^Z3–5499^*: Dean Smith Lab, UT Southwestern
	*Or67d^Z3–5499^*	*dmGlut[0546-GAL4]/UAS-mCD8GFP*; *Or67d^Z3–5499^/Or67d^Z3–5499^*	
	*fru^LexA^/fru^4–40^*	*dmGlut[0546-GAL4]/UAS-mCD8GFP*; *fru^LexA^/fru^4–40^*	
Fig. 8d,d’	Control	*Jheh3[0892-GAL4]/UAS-mCD8GFP*; *+/+*	*Jheh3[0892-GAL4]*: BDSC 63877; *Or67d^Z3–5499^*: Dean Smith Lab, UT Southwestern
	*Or67d^Z3–5499^*	*Jheh3[0892-GAL4]/UAS-mCD8GFP*; *Or67d^Z3–5499^/Or67d^Z3–5499^*	
	*fru^LexA^/fru^4–40^*	*Jheh3[0892-GAL4]/UAS-mCD8GFP*; *fru^LexA^/fru^4–40^*	
	*Or47b^1^/+*	*Or47b^1^ Jheh3[0892-GAL4]/+*; *40XUAS-mCD8GFP/+*	
	*Or47b^1^*	*Or47b^1^ Jheh3[0892-GAL4]/Or47b^1^*; *40XUAS-mCD8GFP/+*	

### RNA-seq

RNA-seq was performed as described before (Li et al. 2016). Male flies are aged for 7 days and dissected for the third antennal segment (∼180 antennae per genotype). RNA was extracted from dissected tissues samples using Qiagen RNA-easy extraction kit, quantified using a Qubit RNA assay kit, and checked for quality using a High Sensitivity RNA ScreenTape on a TapesStation (Agilent). RNA integrity scores are typically 7.0 and greater. 1 μg of RNA was used to construct libraries for sequencing using a KAPA mRNA library prep kit with polyA RNA selection. Barcoded libraries are sequenced on a Novaseq 6000 SP 50 bp following manufacturer's instructions (Illumina). After demultiplexing, sequence quality was assessed using FASTQC (Version 0.11.9). While there are issues with under-clustering of the samples and unbalanced pools, the data quality was typical for RNA extracted from fresh frozen material. The unbalanced pools resulted in differences in sequencing depth of each sample. The raw data from antennal RNA-seq experiments in this study are already public in GEO (# GSE179213).

### Analysis of RNA-seq data

Once sequenced, the reads are preprocessed with FASTP to remove adaptors and trim/filter for quality. These are mapped to the dm6 reference genome using MapSplice2, with individual mapping rates exceeding 98% in all cases. This raw alignment was deduplicated and filtered for mapping quality and correct pairing; additional alignments are generated to confirm results are robust to mapping ambiguity. Mapped reads are assigned to genes in the annotation using the feature Counts command from the SubRead package (Liao et al. 2014). Differential expression was modeled with DESeq2 using the “apeglm” shrinkage estimator, and data was processed and visualized in R using the tidyverse framework, supplemented with the biomaRt, ComplexHeatmap and UpSet packages. The bioinformatics pipeline was implemented in Snakemake (Köster and Rahmann 2012). Code for the analysis is deposited on GitHub (https://github.com/csoeder/VolkanLab_BehaviorGenetics/tree/master/scripts).

DEXSeq was used to test for differential exon use under models corresponding to those used in differential gene expression (Anders et al. 2012). From the genome-wide test, the *fruitless* locus was examined in particular.

### Statistical analysis

Adjusted *P*-value were directly calculated from DESeq2 or DEXSeq (Supplementary Table 1). Other statistical analysis is described in the legend of corresponding figures.

Specifically, to compare the exon usage in Fig. 4, we also calculated *P*-value from post hoc *t*-tests from raw read counts of independent comparisons of group-housed male antennae to each experimental condition at an individual exon segment (regions 1–22, see Table 2). Even though many exons level differences were significant using this method, adjusted *P*-value from DEXSeq gave rise to fewer significantly altered exon levels.

**Table 2.** *t*-Test *P*-value of fru exons from DEXSeq.

*t*-Test *P*-value	*w^1118^ GH* vs			
Region	*w^1118^ SH*	*Or47b^1^*	*Or67d^GAL4^*	*fru^LexA^/fru^4–40^*
P1 (1)	0.5696	0.0316	0.0619	0.0764
Male (2)	0.6843	0.0292	0.0125	0.0013
Female (3)	0.0697	0.3486	0.6932	0.5993
P2 (4)	Expression too low to calculate			
P6 (5)	Expression too low to calculate			
P3 (6)	Expression too low to calculate			
Exon 7 (7)	Expression too low to calculate			
Exon 8 (8)	Expression too low to calculate			
PD (9)	Expression too low to calculate			
P4 (10)	0.8788	0.0387	0.3002	0.1493
P5 (11)	Expression too low to calculate			
C1 (12)	0.5489	0.0117	0.1050	0.0498
C2 (13)	0.6455	0.0826	0.0007	0.0079
C3 (14)	0.3622	0.1247	0.0399	0.0650
C4 (15)	0.8295	0.3811	0.0704	0.1205
D (16)	0.7090	0.2796	0.2787	0.7042
C5 (17)	0.7575	0.7338	0.2378	0.3174
3′UTR (18)	0.7235	0.0086	0.0754	0.1328
FruA (19)	0.5241	0.0498	0.0171	0.0878
FruB (20)	0.8142	0.4809	0.7873	0.2550
FruMC male (21)	0.8519	0.1819	0.1969	0.1943
FruFC female (22)	0.4168	0.1123	0.8214	0.0223

### Quantitative reverse transcription PCR (qRT-PCR)

The qRT-PCR protocol was modified based on the previous protocol of the Volkan lab (Li et al. 2016). For each genotype (same as RNA-seq), four biological replicates were prepared separately, with each replicate containing 100 antennae from 50 males (7-day old). Antennae were dissected on Flypad and transferred into TRIzol (Invitrogen, 15596026) immediately. Total antennae RNA was extracted using the RNeasy Mini Kit (QIAGEN, 74104) and treated with Dnase I (TURBO DNA-free Kit, Invitrogen, Thermo Fisher Scientific AM1907) to remove genome DNA. cDNA was generated from the reverse transcription of 80–150 ng total RNA using the SuperScript IV First-Strand Synthesis Kit (Invitrogen, 18091050) and poly d(T) as transcription primers. qPCR was performed using the FastStart Essential DNA Green Master kit (Roche, 06924204001) on LightCycler 96 instrument (Roche, 05815916001). Primers used are listed in Table 3. The expression level was calculated by ΔCt method using the *fl(2)d* as the standard gene. The calculation was performed in GraphPad Prism software. One-way ANOVA was used for significance test, followed by multiple comparisons (compare other groups to group-housed wild types *w^1118^ GH*). *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001.

**Table 3.** Primers sets used in qRT-PCR assays.

Primer names (F: forward; R: reverse)	Sequences
fl(2)d set15 F (exon spanning)	AGAAATCGCAGTCGGAGTT
fl(2)d set15 R	CCTTCTCAAGCGTTTGTATGC
fruM F (exon spanning)	CCCGCATCCCCTAGGTACAA
fruM R	GACTGTTTCGCCCTCGCAGG
dsxM F	GAGCTGATGCCACTCATGTAT
dsxM R	CTGGGCTACAGTGCGATTTA
wkd set34 F	AATGTGCTAAAGGCCTACTC
wkd set34 R (exon spanning)	TGCAGGTATACATCGCACA
ppk25 set11 F (exon spanning)	CTGCAGTATTACAGTCCCTACC
ppk25 set11 R	TCCGGATACTGTGCAGATTG
5-HT2A set15 F (exon spanning)	CCGTTCTTGGTCTGGTCAAT
5-HT2A set15 R	CGTCAATGCGTATGTGGTAAC
dmGlut set45 F	TCCTGAATGCCTACACGATG
dmGlut set45 R (exon spanning)	CACCAACACTGGTTCCCT
Jheh3 set10 F (exon spanning)	GACCGAAATTCAGGGCTTG
Jheh3 set10 R	GGTTAGCATGGGTATAAAGTCG
Lush set4 F (exon spanning)	CTTGTCGGGATACGCATAAA
Lush set4 R	TAAGGCCACATGAACTGC
Obp69a set6 F (exon spanning)	CAGGAGCTTCTGTAGATGTG
Obp69a set6 R	CTCCAACAGTGCTTCCAA

### In vivo validation of gene expression

Fly heads were dissected in cold PBT (phosphate buffered saline with Triton X-100) buffer and were fixed in 4% paraformaldehyde (PFA) on nutator at room temperature for 1 hour. Fly heads were washed three times with fresh PBT, and every wash was 10 min at room temperature. Antennae were dissected from heads and were fixed in 4% PFA on nutator at room temperature for 30 min. Antennae were washed three times with fresh PBT, and every wash was 10 min at room temperature. Antennae were mounted using Fluoromount-G Slide Mounting Medium (SouthernBiotech). Images were taken by Olympus FluoView FV1000 confocal microscope. Controls and experimental groups were imaged by same parameters. Native fluorescence was measured by ImageJ. The fluorescence intensity was defined as the fluorescence of region of interest subtracted by that of the background. Statistical tests were performed in GraphPad Prism software. One-way ANOVA was used for significance test, followed by multiple comparisons (compare other groups to group-housed control). *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001.

## Results

### Neuronal transcriptional programs are modulated with social isolation and lack of pheromone receptors or Fru^M^ function

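Antennal RNA was sequenced from 5 groups of 7-day-old males with 180 antennae per sample. Group-housed males were kept at 25 to 30 per vial, and single-housed males were kept alone. *Or47b* and *Or67d* encode olfactory receptors of pheromone-sensing neurons in the antenna. *Or47b1* and *Or67dGAL4* are mutant alleles of these genes, and *fruLexA/fru4-40* males lack the male-specific Fruitless protein. The authors trimmed the reads, mapped them to the dm6 genome with MapSplice2, removed duplicates, filtered the alignments for mapping quality and pairing, and assigned them to genes with featureCounts. The deposited values are the resulting whole-number counts for 17490 genes, without normalization. Starting from these counts, edgeR's quasi-likelihood test was run with TMM normalization, with the 14 samples of the 5 groups in one fit and w1118 GH as the reference, on the 10358 genes kept by edgeR's filter on low counts. Adjusted p-values are from the Benjamini-Hochberg method within each comparison. For counts of changed genes the adjusted p was multiplied by 4, for the 4 comparisons, and the threshold was 0.01, as in Fig. 2. For single genes the threshold was 0.05. RPKM is given per kilobase of exon, from counts on the tested genes after TMM normalization, as mean ± SD. The smallest signal a library can show was set at 3 counts. Where no library of one group exceeded this floor, only a lower bound of the fold is given, as the mean of the other group over 3 counts in the library of the low group with the lowest total. The deposited entries describe the libraries as not stranded, so genes whose exons overlap another gene are named as such.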

To identify genes regulated in the peripheral olfactory system by social experience, pheromone signaling, and Fru^M^, we utilized RNA-seq from whole antennae of 7-day old wild-type (*w^1118^*) males that are either group-housed (*w^1118^ GH*) or single-housed (*w^1118^ SH*), as well as group-housed *Or47b* mutant males (*Or47b^1^*), *Or67d* mutant males (*Or67d^GAL4^*), and *fru^M^* mutant males (*fru^LexA^/fru^4–40^*) (Fig. 1a). As noted in the *Material and Methods* and discussed in the *Discussion*, these genetic backgrounds are modestly different compared to typical variation among Drosophila lines (also see Supplementary Fig. 7a and supplemental material *Method* section). Each condition included three biological replicates except for *fru^LexA^/fru^4–40^* with only two (Fig. 1b). 

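The deposited counts also cover a sample the paper did not use, *fruLexA/fru4-40* replicate 1, whose deposited entry carries a QC warning without details. The paper's text gives no reason for leaving it out. Its total was 5907543 counts, against 10558468 and 10437404 in replicates 2 and 3. Values are given for the 14 samples of the paper first. Where *fruLexA/fru4-40* is concerned, replicate 1 or the fit to all 15 samples is given next to them where it changes the call.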

Each sample had mapped reads ranging between 24 and 40 million, and hierarchical clustering analysis based on Pearson's correlation between samples showed consistency among replicates within the same genotype (Fig. 1b). 

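The deposited counts on genes summed to between 8570425 and 14908299 per sample over the 14 samples, with a median of 10691513. Group medians were 11011186 in w1118 GH, 11108941 in w1118 SH, 10228983 in *Or47b1*, 9201871 in *Or67dGAL4* and 10497936 in the 2 *fruLexA/fru4-40* samples. These are counts on genes, while the range in Fig. 1b refers to mapped reads. On log2 CPM, Pearson's r between replicates, taken across genes, which are not independent replicates, was 0.9798 to 0.9875 in *Or47b1*, 0.9804 to 0.9868 in *Or67dGAL4*, 0.9798 for the *fruLexA/fru4-40* pair and 0.9852 to 0.9908 in w1118 SH. It was lower in w1118 GH, from 0.9598 to 0.9864, where replicate 2 was the sample with the low values. Each mutant sample was closest to another sample of its own genotype. Among the wild types, w1118 GH replicate 1 and w1118 SH replicate 3 were closest to one another, with r of 0.9908. When the samples were clustered on 1 minus r, the first branch parted the 6 wild-type samples from the 8 mutant samples. *fruLexA/fru4-40* replicate 1 had r of 0.9602 and 0.946 with replicates 2 and 3.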

Principal component analysis (PCA) also showed the expected grouping of the replicates belonging to the same condition, across the first two principal components accounting for most of the overall variance (32 and 19%) (Fig. 1c). 

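In a principal component analysis of log2 CPM of the 10358 tested genes, PC1 held 33.3% and PC2 18.6% of the variance. All wild-type samples lay on one side of PC1, from -54.82 to -15.58, and all mutant samples on the other, from 18.60 to 41.35. PC2 separated *Or47b1*, from 38.38 to 42.60, from *Or67dGAL4*, from -36.88 to -33.74, with *fruLexA/fru4-40* between them at 3.23 and 0.49. On PC1 and PC2 the w1118 SH samples lay from -54.82 to -42.62 and from -4.06 to -0.52, and the w1118 GH samples from -37.73 to -15.58 and from -7.28 to -1.44, so the 2 wild-type groups did not overlap on PC1 but did on PC2. w1118 GH replicate 2 stood out on PC3, which held 13.6% of the variance, at 46.63 against -0.66 and 10.04 for the other w1118 GH samples. With genes scaled to the same variance PC1 fell to 27.2%, the lowest of the settings tried, and with all 15 samples PC1 and PC2 held 30.5% and 16.2%.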

We also found that gene expression changes were more similar among *Or67d*, *Or47b*, and *fru^M^* mutants, compared to grouped or isolated wild-type male antennae (Fig. 1b, c). 

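The mean of Pearson's r across genes was 0.9722 between w1118 GH and w1118 SH samples, 0.9528 between *Or47b1* and *Or67dGAL4*, 0.9573 between *Or47b1* and *fruLexA/fru4-40* and 0.9559 between *Or67dGAL4* and *fruLexA/fru4-40*. Against w1118 GH the 3 mutants had means of 0.9493, 0.9472 and 0.9527 in the same order, and against w1118 SH 0.9495, 0.9447 and 0.9496. For single samples of *Or67dGAL4*, r ran from 0.9307 to 0.9574 with w1118 GH, from 0.9346 to 0.9511 with w1118 SH, from 0.9474 to 0.9578 with *Or47b1* and from 0.9533 to 0.9577 with *fruLexA/fru4-40*.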

As expected, expression levels of *Or47b*, *Or67d*, and male-specific *fru* exon were significantly lower in all replicates for *Or47b*, *Or67d*, and *fru^M^* mutants, respectively, though the changes of the whole *fru* gene locus cannot be detected (Fig. 1d and Fig. 4b and Supplementary Fig. 2), validating genotype-specific changes in each condition. In addition, genes known to be absent in adult antennae, such as *amos* (Goulding et al. 2000; Zur Lage et al. 2003; Li et al. 2016), also showed nearly no expression, whereas housekeeping genes, like *Act5C*, *Gapdh2*, *RpII18*, *fl(2)d*, and *wkd*, showed nearly identical expression across all samples (Fig. 1d). These results point to high RNA-seq data quality across sample groups and within biological replicates. 

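*Or47b* (FBgn0026385) lies on chromosome 2R of dm6 from 11319710 to 11321312. Its RPKM was 127 ± 6.0 (SD, n = 3) in w1118 GH and 0.709 ± 0.152 (SD, n = 3) in *Or47b1*, a log2 fold change of -7.43 (standard error 0.15, edgeR adjusted p = 5.7e-12) that stayed between -7.59 and -7.30 when each of the 14 samples was left out in turn. *Or67d* (FBgn0036080), on chromosome 3L from 10273204 to 10274624, had 74.4 ± 3.05 (SD, n = 3) in w1118 GH and 0.589 ± 0.447 (SD, n = 3) in *Or67dGAL4*, a log2 fold change of -7.00 (standard error 0.31, edgeR adjusted p = 4.9e-09). Both receptors were also lower in *fruLexA/fru4-40*, where *Or47b* had 77.0 ± 5.86 (SD, n = 2) and a log2 fold change of -0.68 (standard error 0.10, edgeR adjusted p = 0.00046), and *Or67d* had 43.3 ± 10.3 (SD, n = 2) and -0.73 (standard error 0.21, edgeR adjusted p = 0.018). Replicate 1 of this genotype, outside the paper's samples, had 52.8 and 44.6, and over all 15 samples the log2 fold changes were -0.88 and -0.77. The counts are per gene, so the male-specific *fru* exon is not analysed here. For the whole *fru* gene (FBgn0004652), on chromosome 3R from 18414273 to 18545586, RPKM was 4.21 ± 0.319 (SD, n = 3) in w1118 GH and 3.66 ± 0.0775 (SD, n = 2) in *fruLexA/fru4-40*.

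**Figure D1:**
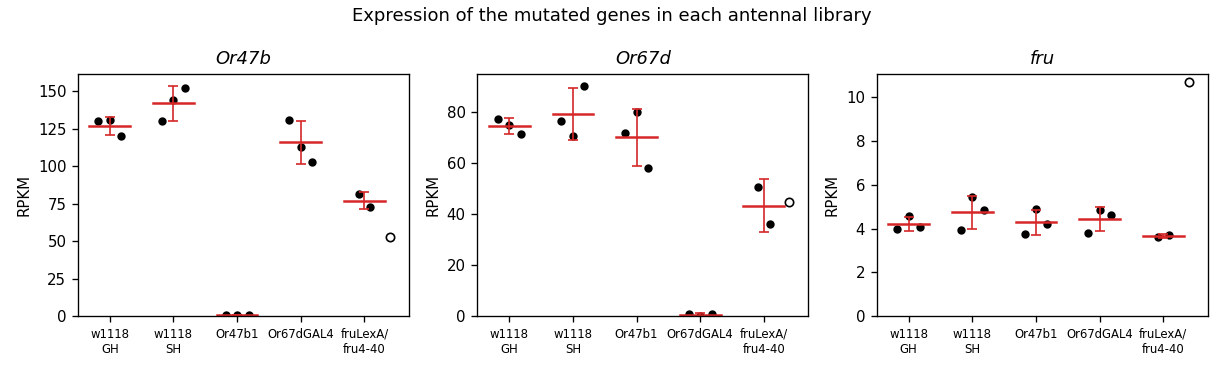
RPKM (vertical axis, linear) of *Or47b*, *Or67d* and *fru* in each library of the 5 groups (horizontal axis). Filled points are the 14 samples of the paper, red lines and bars the mean ± SD of these, and the open circle *fruLexA/fru4-40* replicate 1. *Or47b* and *Or67d* are near 0 only in their own mutants, and *fru* is 10.7 in *fruLexA/fru4-40* replicate 1.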

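*amos* (FBgn0003270) was below the filter on low counts, with a mean RPKM of 0.0277 in w1118 GH, 0.116 in w1118 SH, 0.0479 in *Or47b1* and 0 in *Or67dGAL4* and *fruLexA/fru4-40*. Over the 14 samples the RPKM of *Act5C* averaged 313 ± 11.2 (SD, n = 3) in w1118 GH and between 295 and 329 in the other groups, and that of *Gapdh2* 443 ± 10.7 (SD, n = 3) and between 409 and 482. The corresponding means were 33.9 ± 1.18 (SD, n = 3) and 34.2 to 39.4 for *RpII18*, 39.3 ± 1.29 (SD, n = 3) and 37.8 to 41.4 for *fl(2)d*, and 41.8 ± 1.73 (SD, n = 3) and 40.0 to 41.4 for *wkd*. None of these 5 genes had an adjusted p under 0.05 in edgeR's quasi-likelihood test in any of the 4 comparisons. The lowest was 0.058, for *RpII18* in *fruLexA/fru4-40*, with a log2 fold change of 0.26 (standard error 0.09). This adjusted p was 0.031 with the replicate number as a block and 0.049 over all 15 samples, both under the threshold. *fruLexA/fru4-40* replicate 1 lay outside these ranges for each of the 5 genes, with 357 for *Act5C*, 296 for *Gapdh2*, 57.9 for *RpII18*, 58.3 for *fl(2)d* and 49.1 for *wkd*.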

The Or47b ORNs were shown to degenerate in 14-day old *Or47b* mutant flies. To test if the transcriptional changes are not due to the decrease of ORN numbers in 7-day old antennal samples, we counted the numbers of Or47b and Or67d ORNs. The total numbers of Or47b or Or67d ORNs were comparable between the control and the *Or* mutants (Supplementary Fig. 1). These results suggest that the changes of gene transcriptional level are mainly due to the loss of Or function, rather than the changes of ORN numbers.

**Fig. 1.**
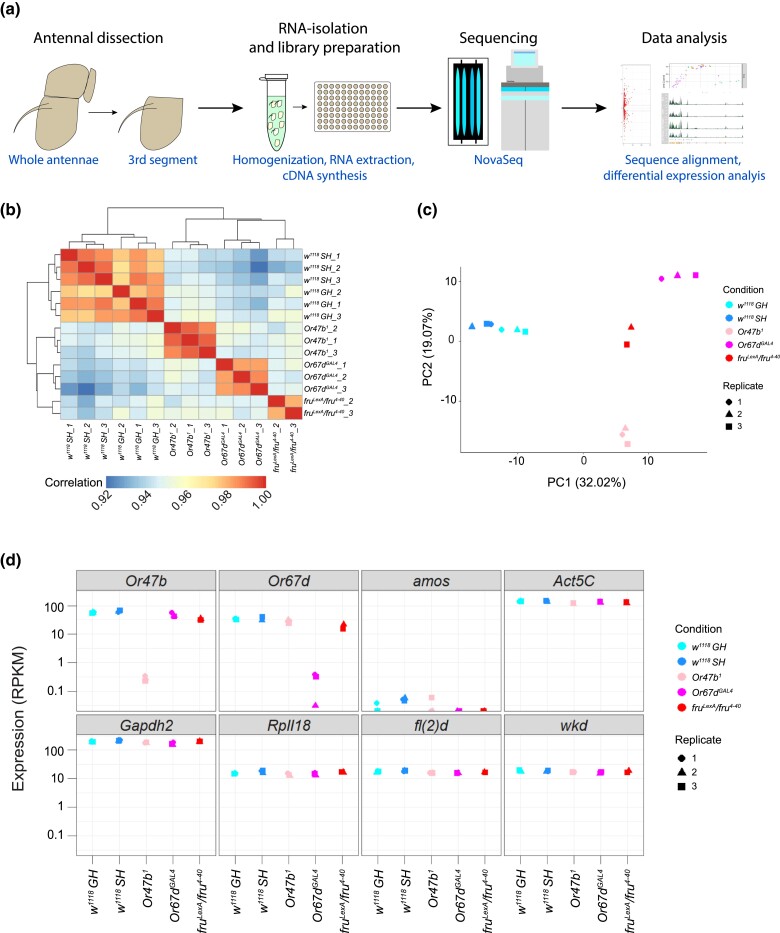
Overview of RNA-seq samples from male antennae. (a) Schematic for antennal RNA-seq workflow. (b–c) Hierarchical clustering based on Pearson's correlation matrix (b) and PCA analysis (c) of transcriptional profiles among biological replicates from antennae of wild-type group-housed (*w^1118^ GH*), single-housed (*w^1118^ SH*), group-housed *Or47b^1^* and *Or67d^GAL4^*, and *fru^LexA^/fru^4–40^* mutant male flies. (d) Transcript levels for several representative negative and positive control genes among all samples.

We then ran the differential expression analysis to globally examine the transcriptional changes upon loss of social expression, pheromone sensing, or Fru^M^ function. 

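Of the 10358 tested genes, 3 passed the threshold in w1118 SH against w1118 GH, all of them increased, 868 in *Or47b1* (451 increased and 417 decreased), 1067 in *Or67dGAL4* (539 and 528) and 951 in *fruLexA/fru4-40* (470 and 481), in edgeR's quasi-likelihood test. The 3 genes of w1118 SH were *MtnB*, *amd* and *Dtwd2*, with log2 fold changes of 1.36, 1.28 and 0.77 and adjusted p of 0.00012, 0.0020 and 0.0010 from the same test. The adjusted p of *Dtwd2* was 0.11 over all 15 samples. At an unadjusted p under 0.05 the 4 comparisons gave 1638, 3387, 4257 and 4391 genes. The order of the 3 mutants depended on the fit. DESeq2 with all 5 groups gave 102, 1194, 1554 and 1662 genes in w1118 SH, *Or47b1*, *Or67dGAL4* and *fruLexA/fru4-40*, and all 15 samples in edgeR gave 1, 508, 529 and 565, so that *fruLexA/fru4-40* had the most genes in both. It had the fewest of the mutants with edgeR on the compared groups only, with 203 genes, while w1118 SH had the fewest in every fit. The groups of 3 share replicate numbers, and deviations from the group means correlated with a mean r of 0.11 between samples with the same number and -0.05 between the others, across genes. With the replicate number as a block in the fit, the counts were 3, 817, 998 and 885. Of the 3 genes of w1118 SH under the block, 1 is among the genes named above. The direction in w1118 SH depended on the fit as well, with 1 of 3 genes increased under the block and 70 of 102 in DESeq2. In *fruLexA/fru4-40*, 131 of 203 genes were increased with edgeR on the compared groups only, and 651 of 1662 in DESeq2 with all 5 groups. With total counts only, 44.3% were increased in *Or47b1* and 43.5% in *Or67dGAL4*.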

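The largest changes in the mutants were near-complete gains and losses of transcripts. In *Or47b1*, *CG40486* had at most 2 counts in any library and was at least 1250-fold lower than in w1118 GH, and *mthl8*, with 0 counts in the w1118 GH libraries, was at least 159-fold higher. *mthl8* was at least 234-fold higher in *fruLexA/fru4-40* as well, while its mean RPKM was 0 in *Or67dGAL4*. In *Or67dGAL4*, *CG32437* was at least 62.2-fold lower and *CG9010* at least 57.0-fold lower, and *CG31704* was higher with a log2 fold change of 7.68 (standard error 0.27, edgeR adjusted p = 5.6e-10). *fruLexA/fru4-40* had *CG9287* at least 26.8-fold higher (adjusted p = 0.062 with DESeq2 on all 5 groups, above 0.05) and *CG34334* at least 11.3-fold lower. *white* (*w*), whose mutation defines the w1118 strain, had at most 1 count in a w1118 library and was at least 421-fold, 1770-fold and 54.5-fold higher in *Or47b1*, *Or67dGAL4* and *fruLexA/fru4-40*. Each fold given with "at least" is a lower bound.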

Compared to group-housed wild-type antennae, social isolation had the least number of significantly altered genes, whereas group-housed *fru^M^* mutants resulted in the highest number (Fig. 2a–c and Supplementary Table 1). Given that *fru^M^* mutants had a smaller sample size in the experiment, this observation needs to be treated with some caution. However, it seems unlikely that less statistical power in the *fru^M^* samples would result in such an excess of differentially transcribed genes. 

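Between *Or47b1* and *Or67dGAL4*, 363 genes passed the threshold in both comparisons with w1118 GH and 336 of them, 92.6%, changed in the same direction (95% Wilson interval 89.4 to 94.8). For *Or47b1* and *fruLexA/fru4-40* it was 283 of 304 genes, 93.1% (89.7 to 95.4), and for *Or67dGAL4* and *fruLexA/fru4-40* 403 of 418 genes, 96.4% (94.2 to 97.8). The intervals treat genes as independent. Both comparisons of a pair use the same w1118 GH libraries, which by itself pushes their changes to the same side. With w1118 SH as the reference of one of the 2 mutants, so that no library was shared, the shares were 90.2% and 91.7% for *Or47b1* and *Or67dGAL4*, 92.4% and 91.0% for *Or47b1* and *fruLexA/fru4-40*, and 95.3% and 94.5% for *Or67dGAL4* and *fruLexA/fru4-40*. With the replicate number as a block the first and last pairs had 91.8% and 96.2%, and the share of the other pair stayed within its interval given above. DESeq2 fitted to the compared groups only moved the share for *Or47b1* and *fruLexA/fru4-40* most, to 85.3%. Across all tested genes the log2 fold changes of the 3 pairs correlated with Pearson's r of 0.55, 0.62 and 0.59, where genes are not independent replicates. From changes in the same direction, the paper proposes shared signaling downstream of the pheromone receptors and Fruitless-dependent regulation.

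**Figure D2:**
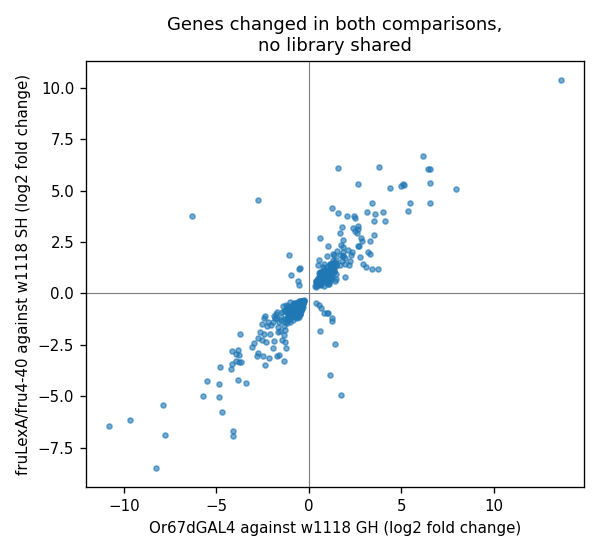
Log2 fold change of *Or67dGAL4* against w1118 GH (horizontal axis) and of *fruLexA/fru4-40* against w1118 SH (vertical axis). Each point is one of the 429 genes past the threshold in both, and the 2 comparisons share no library. 409 of them, 95.3%, changed in the same direction in both.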

Pairwise comparisons of group-housed wild types to isolated wild types, and *Or47b/Or67d/fru^M^* mutants revealed the genes co-regulated by pheromone receptors and, acknowledging the smaller sample size, *fru^M^* tended to behave in the same direction in the corresponding mutants (Fig. 2a, d), suggesting the shared downstream signaling pathways upon pheromone receptor activation and Fru^M^-dependent regulation. The numbers of genes with significant differential expression in the same direction shared by each condition compared to the group-housed wild types are illustrated in a Venn diagram and Upset plot (Fig. 2b, c and Supplementary Table 2), where genes with overlapping changes in social isolation and *Or47b*, *Or67d*, and *fru^M^* mutants are highlighted. 

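By direction, 193 genes passed the threshold and changed the same way in all 3 mutants, 103 increased and 90 decreased, out of 202 genes past it in all 3. The genes past the threshold in one comparison and in no other in the same direction numbered 3 in w1118 SH, 442 in *Or47b1* (233 increased and 209 decreased), 521 in *Or67dGAL4* (262 and 259) and 458 in *fruLexA/fru4-40* (204 and 254). The paper's own sets in Supplementary Table 2 overlap with these tests as follows. All 276 genes that the paper lists as lower in *Or47b* mutants only were lower here, and 189 of them passed the threshold. Of its 451 genes higher in *Or47b* mutants only, 443 were tested, all were higher, and 232 passed. Of its 114 lower and 236 higher genes for *Or67d* mutants, 108 and 186 passed, and of its 465 and 306 genes for *fru* mutants, 226 and 165. Of its 10 genes higher and 6 genes lower in single-housed wild types, 3 and 0 passed, and 10 and 3 had an adjusted p under 0.05 in edgeR's quasi-likelihood test.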

Particularly, only one gene, *CG13659*, an ecdysteroid kinase-like domain encoding gene, is consistently changed across all experimental conditions compared to antennae from the group-housed wild-type males (Fig. 2b).

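*CG13659* (FBgn0039319) lies on chromosome 3R of dm6 from 25300891 to 25302317. Its RPKM was 16.0 ± 0.51 (SD, n = 3) in w1118 GH, 24.9 ± 0.58 (SD, n = 3) in w1118 SH, 22.2 ± 1.17 (SD, n = 3) in *Or47b1*, 40.7 ± 6.29 (SD, n = 3) in *Or67dGAL4* and 49.2 ± 4.99 (SD, n = 2) in *fruLexA/fru4-40*, whose replicate 1 had 43.0. The log2 fold changes against w1118 GH were 0.63 (standard error 0.10, edgeR adjusted p = 0.014), 0.49 (0.10, edgeR adjusted p = 0.0035), 1.38 (0.10, edgeR adjusted p = 5.1e-07) and 1.67 (0.11, edgeR adjusted p = 3.7e-07). All 4 were below 0.05. In w1118 SH and *Or47b1* the adjusted p times 4 was above 0.01, so that no gene passed this stricter threshold in the same direction in all 4 comparisons. DESeq2 with all 5 groups gave 4 such genes and an adjusted p under 0.05 gave 10. With each sample left out in turn the log2 fold change in w1118 SH stayed between 0.61 and 0.66, and its adjusted p rose above 0.05 in 2 of the 14 fits.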

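Fig. 2b also names genes shared by single-housed wild types and some of the mutants. *CG31272* (FBgn0051272) had a log2 fold change of 0.83 in w1118 SH (standard error 0.11, edgeR adjusted p = 0.0061), 0.79 in *Or67dGAL4* (0.11, edgeR adjusted p = 0.00014) and 0.58 in *fruLexA/fru4-40* (0.12, edgeR adjusted p = 0.0030). Its exons overlap the antisense gene *asRNA:CR45015*. *CG15270* (FBgn0028879) fell by 0.31 on the log2 scale in w1118 SH (standard error 0.06, edgeR adjusted p = 0.038), a call lost in 10 of the 14 fits that each left out one sample, and by 0.68 in *fruLexA/fru4-40* (0.07, edgeR adjusted p = 2.9e-05). In replicate 1 of *fruLexA/fru4-40* its RPKM was 34.6, and over all 15 samples the log2 fold change of *CG15270* there was -0.42 (edgeR adjusted p = 0.093), so the call was lost. *TotA* and *TotC* are neighbouring genes of one family whose reads the counting could split between them. *TotC* had 0 counts in the 3 w1118 SH libraries and was at least 13.7-fold lower than in w1118 GH, and *TotA* had a log2 fold change of -6.07 (standard error 1.04, edgeR adjusted p = 0.018). These 2 calls in w1118 SH were lost in 2 fits for *TotC* and 3 for *TotA* of the 14 without one sample, and over all 15 samples (edgeR adjusted p = 0.15 for *TotC* and 0.11 for *TotA*), and that of *TotC* also with edgeR on the compared groups only (0.069). DESeq2 on all 5 groups kept both calls, with adjusted p of 1.6e-06 for *TotC* and 3.1e-07 for *TotA*. In *fruLexA/fru4-40* both were higher, with log2 fold changes of 2.33 for *TotA* (0.59, edgeR adjusted p = 0.011) and 3.49 for *TotC* (0.54, edgeR adjusted p = 0.00091). The RPKM of *TotA* was 107 ± 68.9 (SD, n = 2) there and 12.9 in replicate 1, below the 22.2 ± 10.7 (SD, n = 3) of w1118 GH, so the increase held for the paper's samples and not for each of the 3.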

**Fig. 2.**
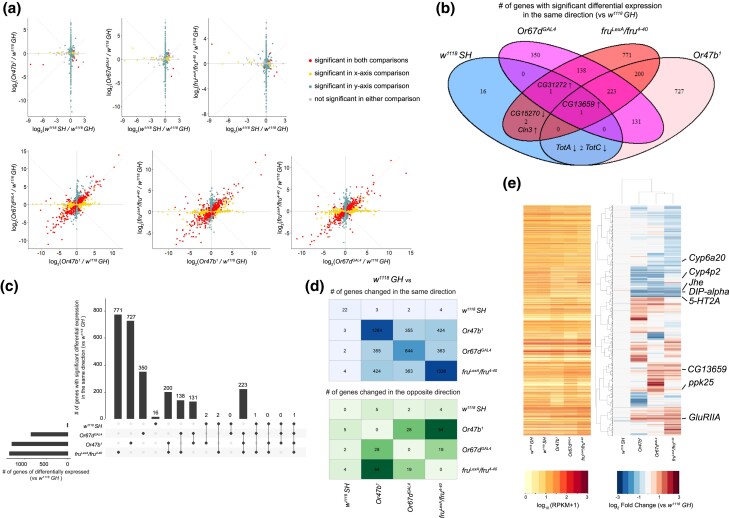
Differentially expressed genes in response to loss of social experience, pheromone receptors, or *fru^M^*. (a) Scatter plot showing the genes that are differentially regulated among social isolation and mutants in pheromone receptors and *fru^M^*. Significance is defined by adjusted *P*-value below 0.01 after applying Bonferroni correction with *n* = 2. (b–c) Venn diagram (b) and UpSet plot (c) comparing differentially expressed genes shared across experimental conditions (only genes changed in the same direction). (d) Numbers of differentially expressed genes with the same (top) direction and the opposite (bottom) direction in pairwise comparison of experimental conditions vs group-housed wild-type samples. In b–d, significance is defined by adjusted *P*-value below 0.01 after applying Bonferroni correction with *n* = 4. (e) Hierarchically clustered heatmaps showing log_2_ fold change compared to group-housed wild-type antennae across all experimental conditions (right) and average mRNA levels (reads per kilobase of transcript, per million mapped reads, RPKM) of replicates within each condition ordered in the same way as log_2_ fold change (left). Only 2,999 genes with at least one significant (adjusted *P*-value below 0.01) change between an experimental condition vs group-housed wild types are shown.

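At an adjusted p under 0.01 in edgeR's quasi-likelihood test, without the factor of 4, 3191 genes changed in at least 1 of the 4 comparisons over the 14 samples, from 7 genes in w1118 SH to 1257, 1718 and 1743 in *Or47b1*, *Or67dGAL4* and *fruLexA/fru4-40*. With the replicate number as a block the union held 3219 genes. All 15 samples gave 1844.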

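Among the 1572 genes past the threshold in *Or47b1* or *Or67dGAL4*, the log2 fold changes of the 2 mutants correlated with Pearson's r of 0.56 across genes. For *Or47b1* and *fruLexA/fru4-40* r was 0.58 over 1515 genes, and for *Or67dGAL4* and *fruLexA/fru4-40* 0.62 over 1600 genes. Genes are not independent replicates, and the 3 contrasts share the w1118 GH libraries. The median size of the change among genes past the threshold was 1.01 on the log2 scale in *Or47b1*, 0.84 in *Or67dGAL4* and 0.73 in *fruLexA/fru4-40*.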

Hierarchical cluster analysis of differentially expressed genes compared to group-housed wild-type samples showed that the transcriptional changes in *fru^M^* and *Or* mutants were most comparable with one another and most dramatically different from the control (Fig. 2e). Single-housed wild types were most similar to group-housed wild types (Fig. 2e). 

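Over the 869 genes past the threshold in w1118 SH or *Or47b1*, the log2 fold changes of these 2 comparisons correlated with r of -0.02 across genes. The corresponding values were -0.08 for *Or67dGAL4* over 1069 genes and -0.07 for *fruLexA/fru4-40* over 952 genes. These sets consist almost wholly of genes changed in the mutant. Over all tested genes the 3 values of r were 0.35, 0.23 and 0.29. Of the 3 genes changed in w1118 SH, 2 also passed the threshold in *Or47b1*, 1 in *Or67dGAL4* and 2 in *fruLexA/fru4-40*, all in the opposite direction.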

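*5-HT2A* (FBgn0087012), on chromosome 3R of dm6 from 4612870 to 4633304, was nearly lost in the 3 mutants. Its RPKM was 23.4 ± 0.769 (SD, n = 3) in w1118 GH and 22.9 ± 3.31 (SD, n = 3) in w1118 SH, and 0.221, 0.102 and 0.187 on average in *Or47b1*, *Or67dGAL4* and *fruLexA/fru4-40*, with log2 fold changes of -6.70 (standard error 0.17, edgeR adjusted p = 2.8e-11), -7.78 (0.20, edgeR adjusted p = 3.0e-11) and -6.90 (0.21, edgeR adjusted p = 3.6e-10). *fruLexA/fru4-40* replicate 1 had 0.187 as well. *DIP-alpha* (FBgn0052791), on chromosome X from 3507245 to 3571649, fell from 15.7 ± 1.63 (SD, n = 3) to 0.816, 0.531 and 0.538, with log2 fold changes of -4.24, -4.84 and -4.81. Replicate 1 of *fruLexA/fru4-40* had 0.967. In w1118 SH the change of *DIP-alpha* was -0.43 (standard error 0.09, edgeR adjusted p = 0.043), which was above 0.05 in 10 of the 14 fits without one sample. Its exons overlap those of *CG2875* and *ppk8*. *Jhe* (FBgn0010052) varied widely between replicates, with 97.2 ± 64.8 (SD, n = 3) in w1118 SH and 2.37 ± 0.633 (SD, n = 3) in *Or47b1*.

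**Figure D3:**
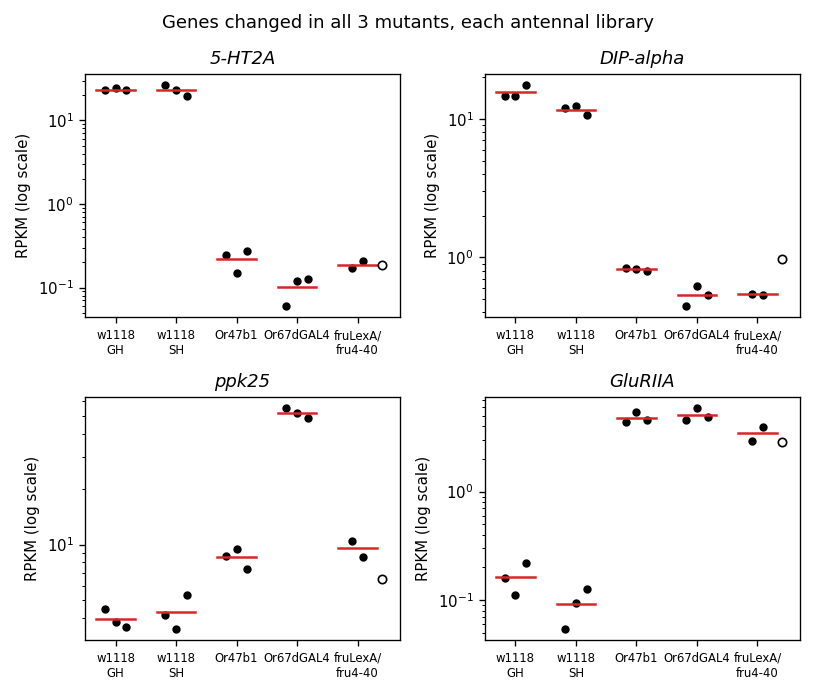
RPKM (vertical axis, log scale) of *5-HT2A*, *DIP-alpha*, *ppk25* and *GluRIIA* in each library of the 5 groups (horizontal axis). Filled points are the 14 samples of the paper, red lines their means, and the open circle *fruLexA/fru4-40* replicate 1. The mutant libraries lie apart from all wild-type libraries for each gene.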

Cluster analysis identified several genes of behavioral, neurophysiological, and developmental functions such as *Cytochrome p450 6a20* (*Cyp6a20*), *serotonin receptor 2A* (*5-HT2A*), *Juvenile hormone esterase* (*Jhe*), and *Dpr-interacting protein alpha* (*DIP-alpha*) (Fig. 2e) (Liu et al. 2008; Wang et al. 2008; Johnson et al. 2009; Carrillo et al. 2015). 

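*Cyp6a20* (FBgn0033980) lies on chromosome 2R of dm6 from 14882118 to 14884046. Its RPKM was 822 ± 7.67 (SD, n = 3) in w1118 GH, 627 ± 55.2 (SD, n = 3) in *Or47b1*, 225 ± 23.2 (SD, n = 3) in *Or67dGAL4* and 319 ± 12.6 (SD, n = 2) in *fruLexA/fru4-40*, with 362 in replicate 1 of the latter. The log2 fold changes were -0.38 (standard error 0.08, edgeR adjusted p = 0.0029), -1.84 (0.08, edgeR adjusted p = 3.3e-09) and -1.32 (0.09, edgeR adjusted p = 5.5e-07). In w1118 SH it was 761 ± 8.92 (SD, n = 3), a log2 fold change of -0.12 (standard error 0.08, edgeR adjusted p = 0.49).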

Among these, antennal expression of *Cyp6a20*, which is downregulated in *Or47b*, *Or67d*, and *fru^M^* mutants, was previously shown to mediate effects of social experience on male–male aggression (Fig. 2e) (Wang et al. 2008). On the other hand, *Cyp4p2*, which is involved in hormone metabolism and insecticide detoxification (Seong et al. 2018; Seong et al. 2019; Scanlan et al. 2020), is only misregulated in *Or47b* mutants (Fig. 2e). In addition to the downregulated genes, we also found some genes encoding ion channels and neurotransmitter receptors that were significantly upregulated (*ppk25* and *GluRIIA*) (Fig. 2e). 

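*Cyp4p2* (FBgn0033395), on chromosome 2R from 9237512 to 9239831, had an RPKM of 1.82 ± 0.426 (SD, n = 3) in w1118 GH and 0.322 ± 0.171 (SD, n = 3) in *Or47b1*, a log2 fold change of -2.43 (standard error 0.42, edgeR adjusted p = 0.0011). It was -0.91 in *Or67dGAL4* (standard error 0.38, edgeR adjusted p = 0.09), -0.19 in w1118 SH (0.37, edgeR adjusted p = 0.85) and 0.57 in *fruLexA/fru4-40* (0.40, edgeR adjusted p = 0.30), or 0.72 over all 15 samples. The change in *Or47b1* stayed between -2.73 and -2.08 with each sample left out in turn.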

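*GluRIIA* (FBgn0004620), on chromosome 2L of dm6 from 5555072 to 5558994, had a mean RPKM of 0.163 in w1118 GH and 0.0916 in w1118 SH. In *Or47b1* it was 4.76 ± 0.583 (SD, n = 3), in *Or67dGAL4* 5.08 ± 0.689 (SD, n = 3) and in *fruLexA/fru4-40* 3.44 ± 0.737 (SD, n = 2), with 2.86 in replicate 1. The log2 fold changes were 4.85 (standard error 0.24, edgeR adjusted p = 1.5e-08), 4.96 (0.24, edgeR adjusted p = 1.4e-08) and 4.42 (0.26, edgeR adjusted p = 1.7e-07). Its exons overlap those of *CG14017*. *ppk25* (FBgn0053349), on chromosome 2R from 6950385 to 6952158, rose by 1.12 on the log2 scale in *Or47b1* (standard error 0.15, edgeR adjusted p = 0.00013) and by 1.31 in *fruLexA/fru4-40* (0.16, edgeR adjusted p = 8.2e-05).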

The heatmap for gene expression changes revealed gene clusters that were co-regulated by pheromone receptors and Fru^M^, in addition to gene clusters that were uniquely regulated by each OR and Fru^M^; this again highlights that the co-regulated genes tend to change in the same direction in pheromone receptor and *fru^M^* mutants.

### Gene ontology terms for differentially expressed genes in response to lack of social and pheromone signaling highlight neuromodulators

Previous work has demonstrated that social experience, pheromone signaling, and Fru^M^ activity can regulate the responsiveness of pheromone sensing ORNs to modify neuronal function and sex specific behaviors (Kurtovic et al. 2007; Wang et al. 2008; Liu et al. 2011; Dweck et al. 2015; Lin et al. 2016; Sethi et al. 2019). To functionally understand system-level changes in gene expression with social isolation, lack of pheromone signaling, and *fru^M^* mutants, we next investigated gene ontology (GO) terms using GOrilla for the list of differentially expressed genes in each experimental condition in pairwise comparisons with group-housed wild types (Eden et al. 2007; Eden et al. 2009) (Fig. 3 and Supplementary Table 3). Many GO terms of molecular function and biological process were commonly affected across multiple experimental groups, suggesting the converging downstream molecular events in response to social experience and pheromone sensing mediated by Fru^M^ activity (Fig. 3). Strikingly, the genes with the altered expression tended to be localized on the cell membrane (Fig. 3, GO: cellular component) and have functions in ion transport across membrane (Fig. 3, GO: molecular function), and appeared to be involved in the process of detecting and responding to olfactory stimuli (Fig. 3, GO: biological process). This supports previous studies in providing a general mechanism for social experience, pheromone receptor signaling, and Fru^M^-dependent regulation of pheromone responsiveness of Or47b ORNs (Sethi et al. 2019; Zhang et al. 2020; Zhao et al. 2020). Furthermore, genes with oxidoreductase activity also had overlapping alterations across *Or47b*, *Or67d*, and *fru^M^* mutants, and many of these appeared to contribute to insect hormone metabolism (Fig. 3, GO: molecular function). 

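Gene Ontology terms were not tested here. Families defined by gene symbol before the data were examined give a related measure. Of 43 tested *Or* genes, 10 passed the threshold in *Or47b1* (23.3%, against 8.3% of the other tested genes), 16 in *Or67dGAL4* (37.2% against 10.2%) and 9 in *fruLexA/fru4-40* (20.9% against 9.1%). Each receptor mutant's count includes the mutated receptor gene itself, which was decreased. Two-sided Fisher's exact tests gave adjusted p of 0.0061, 2.6e-05 and 0.026, after Benjamini-Hochberg adjustment over 20 tests of 5 families in 4 comparisons. With the replicate number as a block they were 0.014, 5.9e-05 and 0.14. Of 15 tested *ppk* genes, which encode ion channel subunits, 5, 7 and 6 passed (adjusted p = 0.012, 0.0012 and 0.0041 in the same exact tests, and 0.013, 0.0073 and 0.061 with the block). Of 27 tested *Ir* genes 5, 6 and 4 passed, with adjusted p of 0.10, 0.081 and 0.41, and 0.23, 0.024 and 0.67 with the block. In *Or67dGAL4* the value for *Ir* genes was also under 0.05 with RLE size factors (0.028), total counts only (0.032) and DESeq2 on all 5 groups (0.011), and 0.23 over all 15 samples. In *Or47b1* it was under 0.05 with total counts only (0.0093). No member of these families passed in w1118 SH, while DESeq2 on all 5 groups called 1 *Or* and 1 *Ir* gene there. Most *Or* genes past the threshold were decreased, 8 of 10, 11 of 16 and 8 of 9, and the decreased ones were also the larger part with RLE size factors, with total counts only and over all 15 samples. The exact tests on families, here and below, treat genes as independent, although some members are neighbours.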

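Cytochrome P450 genes, named *Cyp*, encode oxidoreductases and can stand in for part of this term. They are no measure of hormone metabolism alone, since the paper also names insecticide detoxification as a role of *Cyp4p2*. Of 66 tested *Cyp* genes, 17 passed the threshold in *Or47b1* (25.8%, against 8.3% of the other genes), 25 in *Or67dGAL4* (37.9% against 10.1%) and 16 in *fruLexA/fru4-40* (24.2% against 9.1%), with adjusted p of 0.00012, 5.3e-08 and 0.00094 in two-sided Fisher's exact tests. The block by replicate number gave 16, 26 and 16 genes and adjusted p of 0.00026, 2.1e-09 and 0.00051. Over all 15 samples 14, 19 and 10 genes passed. In *Or67dGAL4*, 19 of the 25 were increased, and in *Or47b1* 8 of the 17. None passed in w1118 SH.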

Interestingly, previous studies reported that juvenile hormone signaling works together with social experience in olfactory receptor neurons to modulate chromatin around *fru* locus (Sethi et al. 2019; Zhao et al. 2020). Our RNA-seq results also add an additional layer of complexity to hormone-social experience interactions, as social experience and pheromone signaling affect the levels of certain hormones by modifying hormone metabolism dynamics. In summary, social isolation, disrupted pheromone receptor signaling, and lack of Fru^M^ function in peripheral olfactory sensory neurons affect the expression of many genes with roles in diverse aspects of neurophysiology, including neuronal responsiveness, ion transmembrane transport, and beyond.

**Fig. 3.**
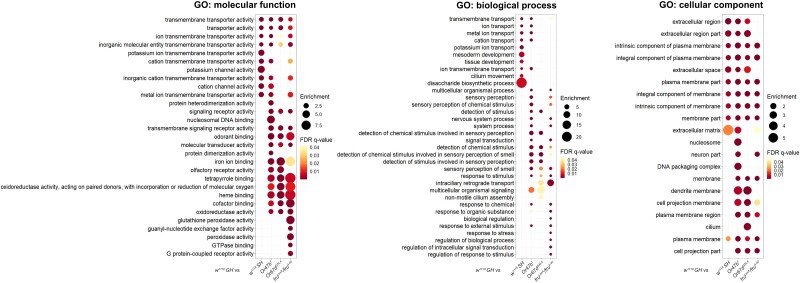
Top enriched gene ontology (GO) terms for differentially expressed genes in response to social experience, pheromone signaling, and Fru^M^ function. The union set of top 10 most significantly enriched GO terms with FDR *q*-value below 0.05 of the differentially expressed genes in each experimental condition is shown. Enriched GO terms were generated by the single ranked gene list with the most significantly changed genes at the top via GOrilla.

**Fig. 4.**
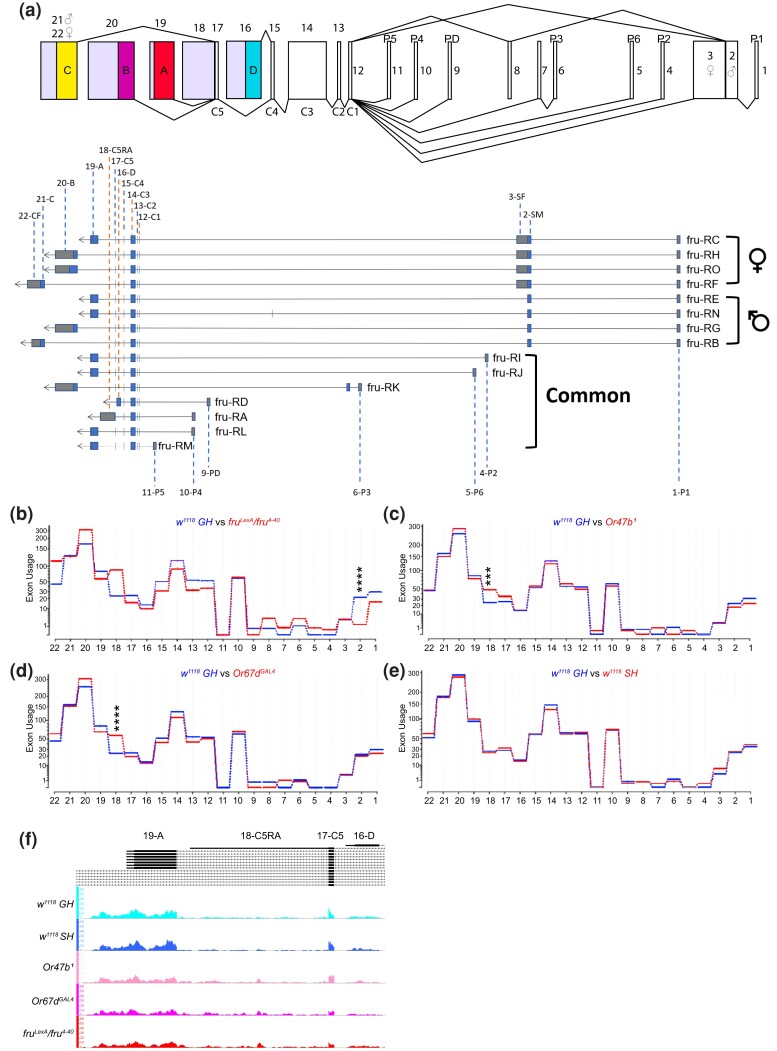
Olfactory stimuli regulate exon usage across the whole *fru* genomic locus. (a) Top: schematic of Fruitless: 1–22 denote each examined region. P1–P6 and PD denote promoters. C1–C5 denote common exons, while a–d denote alternatively spliced 3′ DNA-binding-encoding domains. Bottom: structure of *fru* transcripts with the exon names and numbering used in the schematic above. (b–e) Examination of the usage of various exons in Fruitless to determine distinct changes in *fru^M^* transcripts using DEXSeq, showing exon-by-exon comparison of *w^1118^ GH* vs *fru^LexA^*/*fru^4–40^* (b), *Or47b^1^* (c), *Or67d^GAL4^* (d), and *w^1118^ SH* (e). Adjusted *P*-value was directly performed via DEXSeq (see *methods*—*statistical analysis*). ***P.adjust < 0.001; ****P.adjust < 0.0001. Region 2, *w^1118^ GH* vs *fru^LexA^*/*fru^4–40^*, *P*.adjust = 1.25 × 10^−10^; region 18 (3′UTR), *w^1118^ GH* vs *Or47b^1^*, *P*.adjust = 8.17 × 10^−4^; region 18 (3′UTR), *w^1118^ GH* vs *Or67d^GAL4^*, *P*.adjust = 2.00 × 10^−7^. (f) Read coverage of region 18 (*fru C5RA* exon) in Integrated Genome Browser.

### Loss of pheromone signaling alters *fruitless* splicing patterns and *doublesex* expression

*fruitless* locus (containing multiple promoters, untranslated regions, coding sequences, and denoting regions 1–22 in Fig. 4a) generates multiple alternative splice isoforms for RNAs transcribed from seven promoters (*P1–P6* and *PD*) (Fig. 4a). The transcripts from *fru P1* are alternatively spliced between males and females, where the male isoforms (*fru^M^*) encode functional proteins while female isoforms (*fru^F^*) do not produce any proteins (Dickson 2008; Yamamoto and Koganezawa 2013) (Fig. 4a). The expression of *fru^M^* in males and the absence of functional *fru^F^* transcripts in females help define male and female-specific neuronal pathways as well as the cell-specific expression patterns of genes regulated by Fru^M^. Promoters *fru P2* through *fru P6* produce common isoforms in both males and females that also affect sex-specific activity in courtship circuits of both sexes (Goodwin et al. 2000) (Fig. 4a). *Fru^M^* itself has multiple splicing isoforms that vary in the 3′ end of the mRNA (*fru^MA^*, *fru^MB^*, and *fru^MC^*), which encode Fru^M^ transcription factor proteins with variable zinc finger DNA-binding domains (Goodwin et al. 2000; Neville et al. 2014; Vernes 2014). These regulate different aspects of the circuit controlling courtship behaviors, with Fru^MC^ and Fru^MB^ having the highest overlap behaviorally and Fru^MA^ having little to no effect on courtship (Neville et al. 2014).

We previously showed that social experience and signaling from Or47b and Or67d pheromone receptors alter open chromatin marks around *fru P1* promoter in the male antennae (Zhao et al. 2020). 

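The counts of the whole *fru* gene, over all its exons, did not differ from w1118 GH in any comparison over the 14 samples. The log2 fold changes were 0.16 in w1118 SH (standard error 0.13, edgeR adjusted p = 0.58), 0.04 in *Or47b1* (0.13, edgeR adjusted p = 0.87), 0.11 in *Or67dGAL4* (0.13, edgeR adjusted p = 0.57) and -0.15 in *fruLexA/fru4-40* (0.14, edgeR adjusted p = 0.44). With the replicate number as a block the last value was -0.24 and its adjusted p in edgeR 0.043. Over all 15 samples the log2 fold change changed sign to 0.50 (standard error 0.32, edgeR adjusted p = 0.27).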

Interestingly, examination of total transcript levels for the entire *fru* gene locus showed little to no difference across experimental conditions (Fig. 1d). These small changes in total transcript levels, despite dramatic changes in open chromatin marks in wild-type SH and mutants in *Or47b*, *Or67d*, and *fru^M^*, prompted us to look at other aspects of gene regulation. It is known that changes in chromatin regulate many aspects of transcription such as transcriptional initiation, elongation, and alternative splicing (Hall and Georgel 2011; Naftelberg et al. 2015). The effects of chromatin on splicing are thought to occur especially because chromatin state alters the speed of RNA Polymerase II (RNAPII), which can lead to splicing mistakes like intron retention or exon skipping (Hall and Georgel 2011).

Given the functional differences in the *fru^M^* isoforms, we predicted that chromatin changes caused by social experience and pheromone receptor signaling could alter *fru* splicing. To explore this, we mapped reads from all experimental conditions to *fru* genomic locus and investigated exon usage levels using DEXSeq (Anders et al. 2012). In general, transcript reads from *fru* locus appear noisier in experimental conditions compared to group-housed wild-type male antennae, with variations in the expression of coding and non-coding sequences (Fig. 4b–e). In *Or47b* mutants, there is a small decrease in *fru P1* promoter (region 1) and male-specific exon (region 2) levels (Fig. 4c, see *methods*—*statistical analysis*). *Or67d* mutants show a small decrease in *fru P1* promoter (region 1) levels and male-specific exon (region 2) (Fig. 4d, see *methods*—*statistical analysis*). The largest change in male-specific exon (region 2) levels is seen in *fru^LexA^/fru^4–40^* allele (Fig. 4b), which has a *LexA* transgene inserted into the first codon of *fru^M^* open reading frame within the male-specific exon (region 2) and a 70-Kb deletion from promoter *P1* to *P3* (Mellert et al. 2010). Surprisingly, *fru^LexA^/fru^4–40^* mutants showed disproportional increase of several 3′-end exons (regions 18, 20, and 22) (Fig. 4b). This suggests the adaptive changes of *fru* isoform pool in the absence of fru male isoforms. *fru P1* promoter (region 1) and the male-specific exon (region 2) are unaltered in socially isolated antennae, yet there is a small increase in the female-specific exon (region 3) (Fig. 4e, see *methods*—*statistical analysis*).

In addition to the first three exons, a non-coding sequence (region 18, *C5RA*) (Fig. 4a), which is only present in the exon *C5* of *fru-RA* transcript (Goodwin et al. 2000), slightly increases in *Or67d* and *Or47b* mutants, as is shown in exon usage quantification (Fig. 4c, d) and read coverage of region 18 locus (Fig. 4f). This transcript encodes a Fru protein that lacks these zinc finger domains but retains BTB/PDZ protein–protein interaction domain (Fig. 4a). It is possible that this isoform can interfere with the transcriptional functions of Fru^M^ proteins by binding and titrating out their interaction partners such as other transcription factors, chromatin modulators, and basal transcriptional machinery (Ito et al. 2012; Chowdhury et al. 2017; Zhang et al. 2018; Sato et al. 2019). Both *fru-RA* and *fru-RL* transcripts use *P4* promoter. Even though we do see small but significant differences in RA-specific 3′UTR in *Or47b* and *Or67d* mutants, the effect on the RL transcript is even smaller compared to the RA transcript. In addition, our qRT-PCR analysis of *fru-RA* exon levels was inconsistent and only sometimes reproduced the RNA-seq results compared to control genes. It is possible due to the difference between the DEXSeq and qRT-PCR analysis, where the DEX-seq measures the overall UTR but the qPCR is only to detect 100–150 bp. The accumulated difference along the whole UTR might not be detectable by qPCR. Given that our RNA-seq is on whole antennal samples, these differences might be larger and more salient at the level of the individual ORNs, and future experiments looking at transcriptional profiles from single-ORN populations or detailed in situ hybridization experiments analyzing expression levels of each *fru* splice isoforms on antennal tissues will help determine the extent and cell-type specificity of these alterations. These results suggest that social and pheromonal cues have modest effects on *fru* exon and promoter usage at the antennal RNA level.

Another sex determination transcription factor known to regulate sex specific behaviors is *doublesex* (*dsx*) (Villella and Hall 1996; Waterbury et al. 1999; Billeter et al. 2006; Kimura et al. 2008; Rideout et al. 2010; Robinett et al. 2010; Dauwalder 2011; Pan et al. 2011; Pan and Baker 2014). *dsx* expression in the antenna is restricted to non-neuronal cells (Robinett et al. 2010). We found that the expression of *dsx* in antenna is significantly increased in *Or* and *fru^M^* mutants, albeit the increase is much more pronounced in *Or67d* and *fru^M^* mutants (Supplementary Fig. 2b). 

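*dsx* (FBgn0000504) lies on chromosome 3R of dm6 from 7924323 to 7967408, and its exons overlap those of *lds*. RPKM was 2.23 ± 0.317 (SD, n = 3) in w1118 GH, 3.12 ± 0.168 (SD, n = 3) in *Or47b1*, 4.17 ± 0.846 (SD, n = 3) in *Or67dGAL4* and 3.69 ± 0.42 (SD, n = 2) in *fruLexA/fru4-40*, with 6.54 in replicate 1. The log2 fold changes were 0.50 (standard error 0.15, edgeR adjusted p = 0.033), 0.94 (0.15, edgeR adjusted p = 0.00050) and 0.78 (0.17, edgeR adjusted p = 0.0038). The change in *Or47b1* lost significance in 5 of the 14 fits without one sample and over all 15 samples (adjusted p = 0.20 in edgeR), where *fruLexA/fru4-40* had 1.04.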

Socially isolation did not alter the expression of *dsx* in antennae (Supplementary Fig. 2b, d). These results suggest that the expression of *dsx* in antennae is repressed by *Or47b*, *Or67d*, and *fru^M^* functions.

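In w1118 SH the RPKM of *dsx* was 2.72 ± 0.30 (SD, n = 3), a log2 fold change of 0.28 against w1118 GH (standard error 0.15, edgeR adjusted p = 0.40), from 0.18 to 0.39 with each sample left out in turn.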

Collectively, our results suggest that the expression of two critical transcription factors, Fru and Dsx, which regulate sex-specific behaviors, is modulated by pheromone signaling.

### Bimodal regulation of genes regulating neurophysiology and neurotransmission by Fru^M^ and pheromone receptor signaling

Previous studies have shown that pheromone receptor signaling and social experience-dependent regulation of chromatin and RNAPII enrichment around *fru P1* promoter can ultimately scale and fine-tune behavioral responses to social environment (Sethi et al. 2019; Zhao et al. 2020). Additionally, previous reports on the genome-wide binding profiles for three Fru^M^ isoforms in the central brain revealed isoform-specific differences in target genes that regulate neuronal development and function (Billeter et al. 2006; Neville et al. 2014). Fru^M^ motifs are enriched among regulatory elements that are open in the female but closed in the male, suggesting Fru^M^ functions as possible repressive transcription factor (Brovkina et al. 2021). Functional differences of Fru^M^ isoforms also influence ORN responses to their pheromone ligands (Zhang et al. 2020). Thus, chromatin-based modulation of *fru* levels and splicing with social experience and pheromone signaling can provide a quick way to modulate neuronal physiology and synaptic communication by modifying gene expression programs. Yet, the effect of social experience and pheromone receptor signaling on gene expression programs or the mode of gene regulation by Fru^M^ (as a transcriptional activator, repressor, or both) remains unclear (Dalton et al. 2013; Neville et al. 2014; Vernes 2014).

As discussed previously, gene ontology analysis of these differentially expressed genes implies that many genes involved in regulating neural activity are regulated by social context, pheromone receptor signaling, and Fru^M^ function. To further investigate this, we specifically focused on genes associated with ion channel activity and/or neurotransmitter regulation (Fig. 5a, b and Fig. 6a, b). We clustered these genes based on their log_2_ fold change in transcript levels compared to group-housed wild types in each experimental condition, while also showing their corresponding expression levels in the antennae (RPKM, reads per kilobase of transcript, per million mapped reads) (Fig. 5a, b and Fig. 6a, b). We also used the single-cell RNA-seq data to provide additional evidence showing the ORN-specific expression patterns of the genes that show differential expression in different social and mutant conditions. We found that many ion channels and/or neurotransmitter receptor-encoding genes showed up/downregulation in response to social isolation and loss of Or47b, Or67d, or Fru^M^ function (Fig. 5a, b and Fig. 6a, b). Within ion channels, two subclasses stood out. These are the Degenerin/Epithelial Sodium Channel (DEG/ENaC) proteins known as pickpockets (Ppks) and inward-rectifying potassium channels Irks. Additional genes also include those encoding calcium channels, for example, *Piezo*, *TrpA1*, and *cacophony* (*cac*) (Fig. 5a, b).

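*TrpA1* (FBgn0035934) changed in opposite directions. Its RPKM was 5.21 ± 0.242 (SD, n = 3) in w1118 GH, 1.58 ± 0.085 (SD, n = 3) in *Or47b1*, 2.44 ± 0.365 (SD, n = 3) in *Or67dGAL4* and 16.8 ± 1.3 (SD, n = 2) in *fruLexA/fru4-40*, with 13.0 in replicate 1. The log2 fold changes were -1.71 (standard error 0.13, edgeR adjusted p = 6.4e-07), -1.07 (0.12, edgeR adjusted p = 2.9e-05) and 1.73 (0.12, edgeR adjusted p = 5.5e-07). *Piezo* (FBgn0264953) fell by 0.35 in *fruLexA/fru4-40* (standard error 0.10, edgeR adjusted p = 0.019), and by 0.34 over all 15 samples. *cac* (FBgn0263111) rose by 0.63 in *Or67dGAL4* (standard error 0.17, edgeR adjusted p = 0.017), where its RPKM was 26.4 ± 7.09 (SD, n = 3) against 17.5 ± 0.866 (SD, n = 3) in w1118 GH. This call was lost in 2 of the 14 fits without one sample and over all 15 samples (adjusted p = 0.21 in edgeR).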

**Fig. 5.**
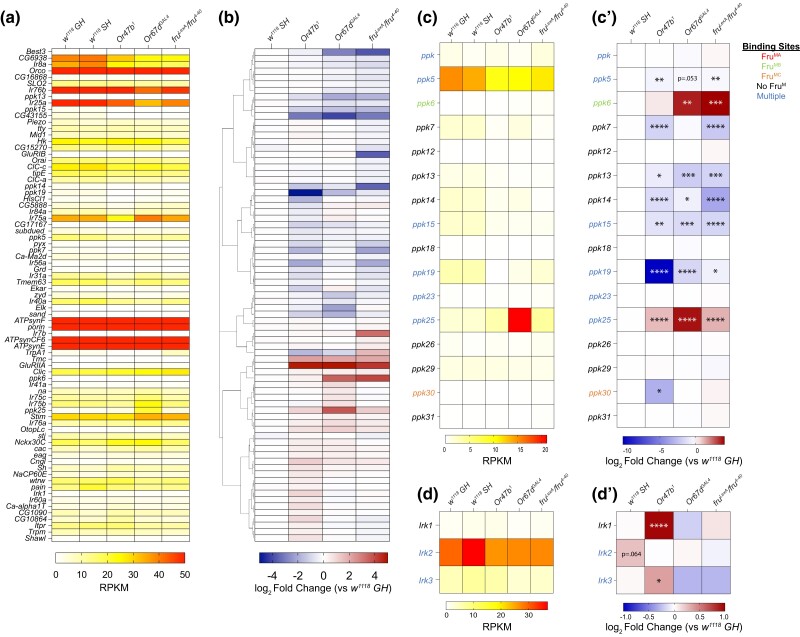
Differentially expressed ion channel-encoding genes in response to social isolation and loss of pheromone receptors or *fru*^M^. (a–b) Examination of GO term: 0005216 (ion channel activity) shows significant changes in various ion channel subclasses. Hierarchically clustered heatmaps showing log_2_ fold change compared to group-housed wild-type antennae across all experimental conditions (b) and average mRNA levels (RPKM) of replicates within each condition ordered in the same way as log_2_ fold change (a). Genes with adjusted *P*-value above 0.01 were filtered out in each experimental condition. (c–c’) RPKM (c) and log_2_ fold change (c’) for *pickpocket* (*ppk*) gene family. (d–d’) RPKM (d) and log_2_ fold change (d’) for *inwardly rectifying potassium channel* (*Irk*) gene family. Adjusted *P*-value was directly performed via DESeq2. *P.adjust < 0.05; **P.adjust < 0.01; ***P.adjust < 0.001; ****P.adjust < 0.0001. Fru^M^-binding information is listed in Supplementary Table 4.

**Fig. 6.**
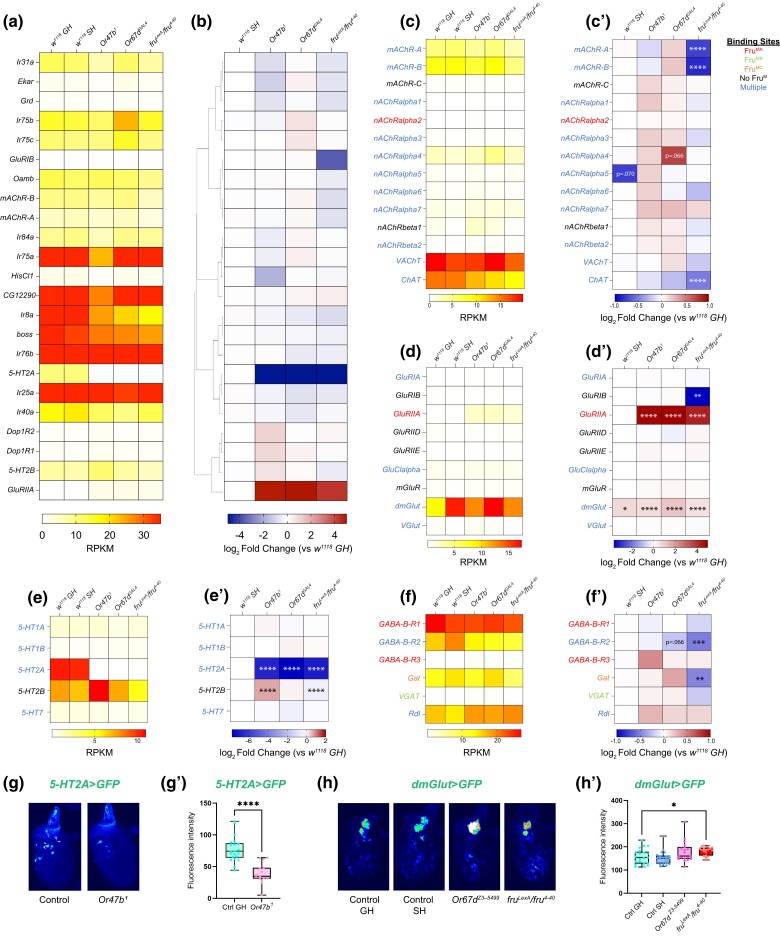
Differentially expressed neurotransmitter receptor and transporter-encoding genes in response to social isolation and loss of pheromone receptors or *fru^M^*. (a–b) Examination of GO term: 0030594 (neurotransmitter receptor activity) shows significant changes in various neurotransmitter activity-associated subclasses. Hierarchically clustered heatmaps showing log_2_ fold change compared to group-housed wild-type antennae across all experimental conditions (b) and average mRNA levels (RPKM) of replicates within each condition ordered in the same way as log_2_ fold change (a). Genes with adjusted *P*-value above 0.01 were filtered out in each experimental condition. (c–c’) RPKM (c) and log_2_ fold change (c’) for acetylcholine-associated genes. (d–d’) RPKM (d) and log_2_ fold change (d’) for glutamate-associated genes. (e–e’) RPKM (e) and log_2_ fold change (e’) for serotonin-associated genes. (f–f’) RPKM (f) and log_2_ fold change (f’) for GABA-associated genes. Adjusted *P*-value was directly performed via DESeq2. *P.adjust < 0.05; **P.adjust < 0.01; ***P.adjust < 0.001; ****P.adjust < 0.0001. Fru^M^-binding information is listed in Supplementary Table 4. (g, h) Confocal images of antenna from WT GH, WT SH, *Or47b^1^*, *Or67d^Z3–5499^*, and *fru^LexA/4–40^* mutants expressing *5HT2A-GAL4* driven *40XUAS-mCD8GFP* (g) and *dmGlut-GAL4* driven *UAS-mCD8GFP* (h). Quantification of fluorescence in images g (g’), and h (h’). (g–g’) *n* = 15–21. (h–h’) *n* = 19–21. (g’, h’) unpaired *t*-test (g’) and one-way ANOVA (h’) were used for significance test, followed by multiple comparisons if necessary (compare other groups to group-housed control). *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001. Not significant if no * labeled.

#### Ppk family

We specifically focused on two ion channel families, *pickpocket* family of sodium channels and potassium channels. Recent reports pointed to the function of DEG/ENaC channels known as *pickpocket* family of sodium channels that act in Or47b and Or67d ORNs to regulate responses to their ligands (Zhang et al. 2020). Fru^M^-binding motifs have been identified around many of these *ppk* family members, such as *ppk*, *ppk5*, *ppk6*, *ppk15*, *ppk19*, *ppk23*, *ppk25*, and *ppk30* (Dalton et al. 2013; Neville et al. 2014; Vernes 2014). Both *ppk23* and *ppk25* have been identified as necessary for modulating responses of Or47b ORNs through Fru^MB^ and Fru^MC^ activity, respectively, with Fru^MB^ having an antagonistic effect on physiology in Or67d ORNs (Ng et al. 2019; Zhang et al. 2020). In group-housed wild-type antennae, *ppks* show generally low expression based on our transcriptome analysis as well as recent single-ORN RNA-seq data (Mclaughlin et al. 2021), with *ppk5* displaying the highest levels (Fig. 5c). 

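In w1118 GH, *ppk5* (FBgn0053289) had an RPKM of 34.5 ± 1.4 (SD, n = 3). The next among the *ppk* genes the paper names were *ppk19* with 7.24 ± 1.02 (SD, n = 3), *ppk15* with 4.72 ± 1.2 (SD, n = 3), *ppk14* with 4.59 ± 0.336 (SD, n = 3) and *ppk7* with 4.21 ± 0.122 (SD, n = 3). *ppk6* had at most 1 count in a w1118 GH library. Of the 29 genes of the family in the files, 15 passed the filter on low counts.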

Many *ppk* genes are differentially regulated in *fru^M^* mutants, in agreement with the existing Fru^M^-binding sites at their promoters. 

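In *fruLexA/fru4-40* the log2 fold changes of the decreased genes were -0.33 for *ppk5* (standard error 0.10, edgeR adjusted p = 0.027), -2.24 for *ppk7* (0.30, edgeR adjusted p = 0.00016), -2.01 for *ppk13* (0.43, edgeR adjusted p = 0.0039), -3.58 for *ppk14* (0.32, edgeR adjusted p = 7.3e-06), -1.84 for *ppk15* (0.33, edgeR adjusted p = 0.0013) and -0.71 for *ppk19* (0.18, edgeR adjusted p = 0.013), whose exons overlap *Bub3*. *ppk6* was at least 4.59-fold higher than in w1118 GH (edgeR adjusted p = 0.0014), at an RPKM of 0.765 ± 0.0481 (SD, n = 2), with 0.249 in replicate 1. Over all 15 samples the directions stayed the same and *ppk5* alone lost its call, with a log2 fold change of -0.24 (standard error 0.12, edgeR adjusted p = 0.15). Several of these genes also fell in the receptor mutants. *ppk19* had 0 counts in the *Or47b1* libraries and was at least 32.8-fold lower there. It lies on chromosome 3R from 29672456 to 29674223. Its neighbour *ppk30*, from 29669149 to 29671478 and below the filter, also had 0 counts in *Or47b1*, against 2 to 7 in w1118 GH. Whether loss of the receptor or the chromosome of that stock is the source was not tested.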

For example, *ppk6 and ppk25* are upregulated in *fru^M^* mutants whereas *ppk5*,*7*,*13*,*14*,*15*,*19* are downregulated. The bimodal changes in *ppk* transcripts in *fru^M^* mutants suggest that Fru^M^ can act as both a repressor and an activator of *ppk* gene regulation. *ppk13*,*14*,*15*,*19*,*25* also show correlated changes in *Or47b* and/or *Or67d* mutants. *ppk6* is strikingly upregulated in both *fru^M^* and *Or67d* mutants, whereas *ppk7* is downregulated in both *Or47b* and *fru^M^* mutants (Fig. 5c’). 

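The RPKM of *ppk25* was 3.94 ± 0.465 (SD, n = 3) in w1118 GH, 4.32 ± 0.944 (SD, n = 3) in w1118 SH, 8.53 ± 1.07 (SD, n = 3) in *Or47b1*, 51.8 ± 3.12 (SD, n = 3) in *Or67dGAL4* and 9.53 ± 1.33 (SD, n = 2) in *fruLexA/fru4-40*, whose replicate 1 had 6.52. In *Or67dGAL4* the log2 fold change was 3.73 (standard error 0.14, edgeR adjusted p = 8.7e-10), and it stayed between 3.67 and 3.86 with each sample left out in turn.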

Of note is the significant increase in *ppk25* expression, especially in *Or67d* mutants, which we also confirmed through quantitative RT-PCR (Fig. 5 and Supplementary Fig. 3c–e). *ppk25* is expressed in Or47b and Ir84 ORNs, but not Or67d ORNs, and has been shown to be downstream of Or47b and Ir84a activity altering their neuronal responses (Lin et al. 2005; Starostina et al. 2012; Ng et al. 2019) (Fig. 5c). The shared and mutant specific patterns of *ppk* gene misregulation in *fru*, *Or47b*, and *Or67d* mutants suggest that lack of pheromone receptor function and Fru^M^ activity alters the expression of *ppk* genes in the antennae that contributes to changes in physiological responses.

#### Irk gene family

Irk gene family encodes 3 inwardly rectifying potassium channels (Irk1–3) with binding motifs for Fru^MA^ identified upstream of *Irk2* and binding of both Fru^MA^ and Fru^MC^ found around *Irk3* (Dalton et al. 2013; Neville et al. 2014; Vernes 2014). Three *Irk* genes are expressed in varying levels in the antennae with *Irk1* having the lowest expression and *Irk2* having the highest expression (Fig. 5d). 

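RPKM in w1118 GH was 2.09 ± 0.291 (SD, n = 3) for *Irk1* (FBgn0265042), 11.6 ± 1.43 (SD, n = 3) for *Irk3* (FBgn0032706) and 66.9 ± 2.77 (SD, n = 3) for *Irk2* (FBgn0039081). The exons of *Irk1* overlap *CG46310* and *cnc*, and those of *Irk3* overlap *Grip71*.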

We found that *Irk1* is upregulated in *Or47b* mutants, whereas *Irk2* trends towards upregulation in response to social isolation (Fig. 5d’).

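*Irk1* rose to an RPKM of 4.19 ± 0.159 (SD, n = 3) in *Or47b1*, a log2 fold change of 1.02 (standard error 0.19, edgeR adjusted p = 0.0015). *Irk2* had 83.3 ± 4.03 (SD, n = 3) in w1118 SH, a log2 fold change of 0.31 (standard error 0.09, edgeR adjusted p = 0.12), which did not pass 0.05 in edgeR and did in DESeq2 with all 5 groups (adjusted p = 0.020).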

These results suggest that changes in the transcript levels of Fru^M^-regulated sodium and potassium channels with social isolation and in pheromone receptor mutants may contribute to changes in neuronal responses and behaviors.

#### Regulators of neurotransmission

To ask if social experience, pheromone signaling, and Fru^M^ function regulate genes involved in neurotransmission, we next examined the expression of neurotransmitter receptors, transporters, and enzymes for neurotransmitter metabolism. ORNs in the antennae as well as their projection neuron targets around the antennal lobes are mostly cholinergic (Wilson 2013). In the antennal lobe, it has been shown that local interneurons, which include serotonergic, GABAergic, and glutamatergic interneurons, provide cross talk between synaptic partners in the antennal lobe glomeruli (Chou et al. 2010; Wilson 2013). These neurons form connections with both presynaptic ORNS and their postsynaptic partner projection neurons for modulation of neuronal response across glomeruli (Wang et al. 2003; Olsen et al. 2007; Wilson 2013). These connections are required for fine tuning of signaling at synapses as a way of rapid modulation of neuronal function (Wong et al. 2002; Wang et al. 2003; Olsen et al. 2007; Dacks et al. 2009; Johnson et al. 2009; Sudhakaran et al. 2012; Sizemore and Dacks 2016; Mohamed et al. 2019; Zhang et al. 2019; Suzuki et al. 2020). 

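*ChAT* (FBgn0000303) and *VAChT* (FBgn0270928) start at the same position of chromosome 3R and share exons, so their counts are not independent. In w1118 GH, *ChAT* had an RPKM of 34.5 ± 2.43 (SD, n = 3) and *VAChT* 44.7 ± 2.95 (SD, n = 3). *ChAT* was lower in *fruLexA/fru4-40*, at 23.3 ± 0.829 (SD, n = 2), a log2 fold change of -0.52 (standard error 0.08, edgeR adjusted p = 0.00063), with 32.1 in replicate 1 and -0.40 over all 15 samples.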

We found a high expression of choline acetyltransferase (*ChAT*) that catalyzes acetylcholine biosynthesis and *VAChT* that packages acetylcholine into synaptic vesicles, coinciding with their reported cholinergic roles in ORNs. Moreover, we also found relatively high expression of several genes encoding receptors of various neurotransmitters, such as choline, serotonin (5-HT), GABA, and glutamate (Fig. 6c–f’). 

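Among the receptor genes named in Fig. 6, w1118 GH had a mean RPKM of 36.3 for *GABA-B-R2*, 23.4 for *5-HT2A*, 16.9 for *5-HT2B*, 5.58 for *nAChRalpha4*, 2.21 for *5-HT1A* and 1.80 for *5-HT7*, and under 1 for *nAChRalpha1*, *nAChRalpha3*, *5-HT1B* and *GluRIB*. *GluRIIB* was below the filter on low counts in all groups.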

Many of these genes, such as *nAChRalpha4*/*5*, *5-HT2A*, *5-HT7*, *GABA-B-R2*, and *GluRIIA*, have previously been found to regulate courtship behavior in flies through signaling in the antennal lobe (Becnel et al. 2011; Johnson et al. 2011; Clowney et al. 2015; Suzuki et al. 2020). Interestingly, *GABA-B-R2* was shown to be specifically involved in presynaptic gain control of Or47b ORNs (Root et al. 2008). Additionally, single-cell RNA-seq data shows both broadly expressed neurotransmitter genes like *GluRIIB* and 5-*HT2B*, while others are specific to a subset of ORN classes (McLaughlin et al. 2021) (Supplementary Fig. 4). Overall, many of the genes encoding neurotransmitter receptors show expression changes in different experimental conditions (Fig. 6b).

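Beside the genes treated one by one in the text, *nAChRalpha4* rose in *Or67dGAL4* with a log2 fold change of 1.05 (standard error 0.26, edgeR adjusted p = 0.0082), *5-HT7* fell there by 0.85 (0.25, edgeR adjusted p = 0.019), and *GABA-B-R2* fell by 0.52 in *fruLexA/fru4-40* (0.14, edgeR adjusted p = 0.014). Over all 15 samples *GABA-B-R2* had -0.76, with 15.2 RPKM in replicate 1, and *nAChRalpha4* and *5-HT7* lost their calls (edgeR adjusted p = 0.16 and 0.087). *5-HT7* was also above 0.05 on the compared groups only, with edgeR (0.074) and with DESeq2 (0.11).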

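*dmGlut* (FBgn0010497) lies on chromosome 2L of dm6 from 12027438 to 12034122. Its RPKM was 19.9 ± 1.3 (SD, n = 3) in w1118 GH and 37.4 ± 8.17 (SD, n = 3) in w1118 SH, a log2 fold change of 0.90 (standard error 0.14, edgeR adjusted p = 0.013). The adjusted p rose above 0.05 in 2 of the 14 fits without one sample, with edgeR on the compared groups only (0.075) and over all 15 samples (0.14). Over all 15 samples the log2 fold change was again 0.90, with a standard error of 0.20. With the replicate number as a block the adjusted p in edgeR was 0.015. DESeq2 gave 1.9e-06 on all 5 groups and 2.4e-07 on the compared groups only.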

To focus on genes related to specific neurotransmitters, we did not observe any significant changes in response to social isolation, except for a few genes, like *dmGlut*, which is upregulated compared to the group-housed wild types (Fig. 6d, d’). We again found that loss of Fru^M^ function led to bimodal effects on gene expression (Fig. 6c–f’). Indeed, many of these genes have known Fru^M^ binding to their promoters, including receptors *nAChRalpha1*/*3*/*4*/*5*, G*luRIIA*, *GluClalpha*, *5-HT1A*, *5-HT1B*, *5-HT2A*, and *5-HT7*, and transporters/regulators such as *VAChT*, *ChAT*, and *Gat* (Dalton et al. 2013; Neville et al. 2014; Vernes 2014). 

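In *fruLexA/fru4-40*, *ChAT*, *GABA-B-R2*, *5-HT2A*, *5-HT2B* and *GluRIB* were lower and *dmGlut* and *GluRIIA* higher than in w1118 GH, each with an edgeR adjusted p under 0.05 over the 14 samples. Over all 15 samples *5-HT2B* and *dmGlut* were no longer below 0.05, with adjusted p of 0.50 and 0.21.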

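The 3 genes moved to the same side in all 3 mutants, *GluRIIA* and *dmGlut* up and *5-HT2A* down. In Canton-S, a wild-type strain of another study and age in the paper's supplement, *GluRIIA* had an RPKM of 3.11, against 0.0916 in w1118 SH. For *GluRIIA* a low level particular to w1118 thus cannot be told apart from a gain in the mutants. When the mutants were tested against each other, *GluRIIA* differed between none of the pairs, with log2 differences of 0.11 to *Or67dGAL4* and -0.43 to *fruLexA/fru4-40* from *Or47b1* (edgeR adjusted p = 0.69 and 0.12), and -0.55 from *Or67dGAL4* to *fruLexA/fru4-40* (edgeR adjusted p = 0.066). *dmGlut* was higher in *Or67dGAL4* than in *Or47b1* by 0.45 on the log2 scale (standard error 0.14, edgeR adjusted p = 0.028) and lower in *fruLexA/fru4-40* than in *Or67dGAL4* (-0.52, standard error 0.15, edgeR adjusted p = 0.028). *5-HT2A* was lower in *Or67dGAL4* than in *Or47b1* (-1.08, standard error 0.35, edgeR adjusted p = 0.040), with RPKM of 0.221 or less in all 3 mutants.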

Some of these genes display correlated changes between pheromone receptor mutants and *fru^M^* mutants, like *GluRIIA*, *dmGlut*, and *5-HT2A*, suggesting that the effects of pheromone signaling on neurotransmission can act via their influences on *fru* regulation (Fig. 6d–e’). The changes in *5-HT2A* were also validated through qRT-PCR (Supplementary Fig. 4c). In the antenna, *5-HT2A*-*GAL4* and *dmGlut-GAL4* expression is observed in a subset of ORNs (Fig. 6g–h’). Interestingly, Or47b and Or67d ORNs do not express *5-HT2A* reporter (Fig. 6g). In agreement with a decrease in *5-HT2A* transcript levels in the RNA-seq and RT-PCR experiments, *5-HT2A* reporter expression was significantly decreased in *Or47b* mutant antennae (Fig. 6g–g’). On the other hand, *dmGlut* expression in the antennae was upregulated in all conditions compared to group-housed male antennae, generally in agreement with the qRT-PCR validation results (Fig. 6d, d’ and Supplementary Fig. 4d). 

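The log2 fold change of *dmGlut* was 0.69 in *Or47b1* (standard error 0.14, edgeR adjusted p = 0.0028), 1.14 in *Or67dGAL4* (0.14, edgeR adjusted p = 6.0e-05) and 0.62 in *fruLexA/fru4-40* (0.15, edgeR adjusted p = 0.0085). The RPKM values were 31.9 ± 3.63 (SD, n = 3), 43.0 ± 3.73 (SD, n = 3) and 29.7 ± 0.688 (SD, n = 2). *fruLexA/fru4-40* replicate 1 had 16.6, below the w1118 GH mean, and over all 15 samples the log2 fold change in this genotype was 0.36 (standard error 0.20, edgeR adjusted p = 0.21).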

We also used a *dmGlut-GAL4* to visualize the *dmGlut* expression in vivo and detected the signal in a subset of non-neuronal cells in the antennae, though we only observed the statistically significant increase of the *dmGlut* reporter expression in *fru^M^* mutants (Fig. 6h, h’). Evident changes are also observed in some genes not known to be Fru^M^ targets, for example, *GluRIB* which shows downregulation only in *fru^M^* mutants and *5-HT2B* which shows upregulation in *Or47b* and *fru^M^* mutants (Fig. 6d–e’). These may reflect effects of pheromone receptor signaling independent of Fru^M^ function or indirect effects of Fru^M^ activity. 

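*GluRIB* (FBgn0264000) had at most 1 count in the 2 *fruLexA/fru4-40* libraries and was at least 6.51-fold lower than in w1118 GH (edgeR adjusted p = 0.0095). Its mean RPKM was 0.252 in w1118 GH, 0.179 in *Or47b1*, 0.317 in *Or67dGAL4* and 0.0562 in *fruLexA/fru4-40* replicate 1. *5-HT2B* (FBgn0261929) rose from 16.9 ± 0.274 (SD, n = 3) to 27.3 ± 1.48 (SD, n = 3) in *Or47b1*, a log2 fold change of 0.70 (standard error 0.10, edgeR adjusted p = 0.00031). In *fruLexA/fru4-40* it had 11.7 ± 1.05 (SD, n = 2), a log2 fold change of -0.49 (standard error 0.12, edgeR adjusted p = 0.0083), from -0.58 to -0.39 with each sample left out in turn. Replicate 1 of this genotype had 21.2, and over all 15 samples the value was -0.19 (standard error 0.20, edgeR adjusted p = 0.50).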

To summarize, the systems-level changes in expression of genes involved in neurotransmission and neurophysiology with social experience and pheromone receptor signaling can modulate ORN responses. In addition, these effects on gene expression with social signals can occur either in a Fru^M^-dependent manner or independently of Fru^M^ in response to other gene regulatory pathways activated by pheromone receptor signaling.

#### Odorant binding proteins

Analysis of GO terms for molecular function for “odorant binding” highlighted genes encoding odorant binding proteins (Obps) among the significantly altered compared to group-housed wild-type male antennae (Fig. 7). 

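Of the 52 *Obp* genes in the files, 31 were tested. 11 passed the threshold in *Or47b1* (35.5%, against 8.3% of the other genes), 9 in *Or67dGAL4* (29.0% against 10.2%), 7 in *fruLexA/fru4-40* (22.6% against 9.1%) and 0 in w1118 SH, where 1 had an edgeR adjusted p under 0.05. Two-sided Fisher's exact tests gave adjusted p of 0.00012, 0.0070 and 0.033 for the 3 mutants. In w1118 SH, DESeq2 on all 5 groups called 2 of 30 *Obp* genes (adjusted p = 0.057 in the exact test). With the replicate number as a block 8, 8 and 6 genes passed (adjusted p = 0.0074, 0.017 and 0.074 in the same exact tests), and over all 15 samples 4, 4 and 1 (adjusted p = 0.14, 0.14 and 1). The increased genes were the larger part, 7 of 11, 8 of 9 and 7 of 7, and remained so with RLE size factors, total counts only and all 15 samples.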

Previous studies using in situ hybridization and transcriptional reporters have shown that Obps are generally produced in the non-neuronal support cells of the antennal sensilla and are secreted into the local hemolymph (Larter et al. 2016). However, our analysis of previously published single-cell RNA-seq data from ORNs revealed that some, but not all, Obps (i.e. *Obp19a*, *Obp28a*, *Obp56a*, *Obp59a*, *Obp69a*, *Obp83a*, *Obp83b*, and *lush*) are abundantly expressed in ORNs in different levels (Supplementary Fig. 5a). Odorants that enter the sensilla through pores are thought to interact with Obps in the hemolymph, which aid with odor binding to receptors on the cilia of ORNs (Larter et al. 2016). Mutants in Obp genes are associated with alterations in the spontaneous or evoked neuronal response dynamics of resident ORNs (Kim et al. 1998; Kim and Smith 2001; Xu et al. 2005; Laughlin et al. 2008; Larter et al. 2016; Scheuermann and Smith 2019).

**Fig. 7.**
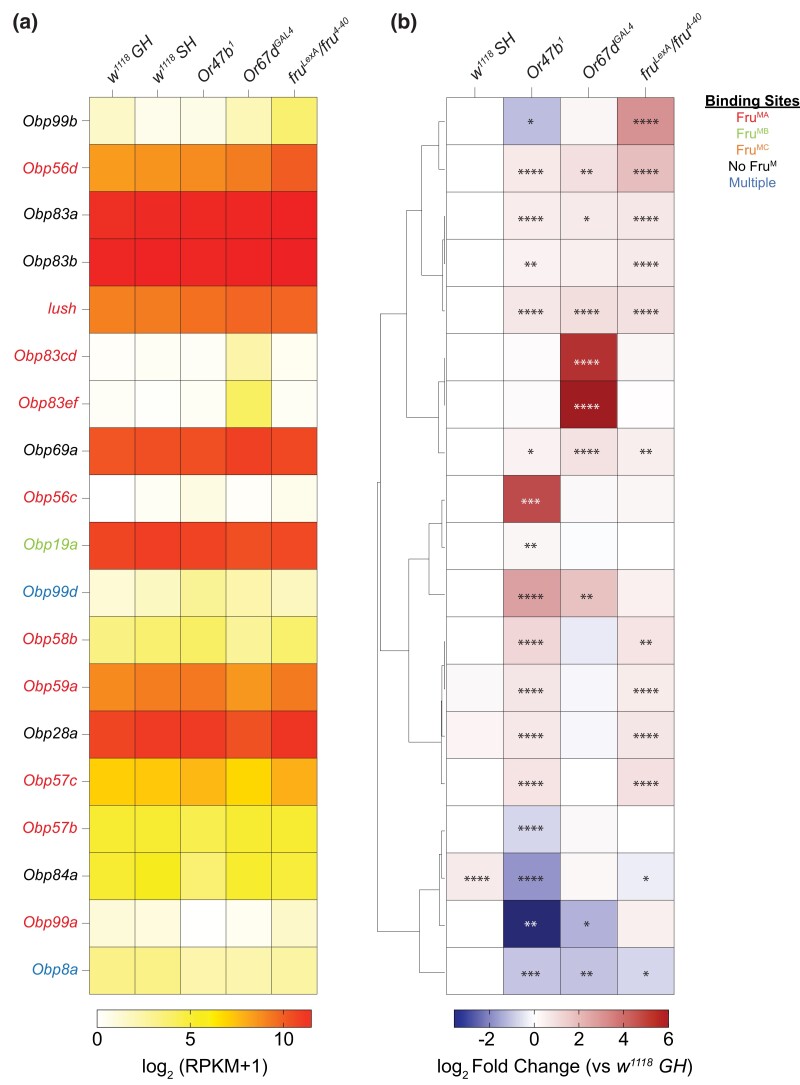
Differentially expressed *odorant binding protein* (*Obp*) genes in response to social isolation, loss of pheromone receptors or *fru^M^*. (a–b) Many *Obp* genes show significant changes. Hierarchically clustered heatmaps showing log_2_ fold change compared to group-housed wild-type antennae across all experimental conditions (b) and average mRNA levels (RPKM) of replicates within each condition ordered in the same way as log_2_ fold change (a). Genes with adjusted *P*-value above 0.01 were filtered out in each experimental condition. Adjusted *P*-value was directly performed via DESeq2. *P.adjust < 0.05; **P.adjust < 0.01; ***P.adjust < 0.001; ****P.adjust < 0.0001. Fru^M^-binding information is listed in Supplementary Table 4.

Analysis of Obp gene expression in the mutant male antennae showed that many Obp transcripts that normally are expressed in trichoid sensilla were increased in the antennae from *Or47b*, *Or67d*, and *fru^M^* mutants (e.g. *Obp83a*, *Obp83b*, *lush*, and *Obp69a*) (McKenna et al. 1994; Pikielny et al. 1994; Xu et al. 2005; Laughlin et al. 2008; Larter et al. 2016; Scheuermann and Smith 2019) (Fig. 7). qRT-PCR from antenna generally corroborates RNA-seq results (Supplementary Fig. 5b, c). 

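In *Or47b1*, *Or67dGAL4* and *fruLexA/fru4-40*, the log2 fold changes of *lush* (FBgn0020277) were 0.56, 0.80 and 0.74 (each with a standard error of 0.08, edgeR adjusted p = 0.00017, 7.0e-06 and 4.8e-05). *lush* had an RPKM of 882 ± 33.8 (SD, n = 3) in w1118 GH, from 1290 to 1510 on average in the mutants, and 876 in *fruLexA/fru4-40* replicate 1. For *Obp83a* (FBgn0011281) the log2 fold changes were 0.42, 0.51 and 0.60 (edgeR adjusted p = 0.0031, 0.00062 and 0.00052), for *Obp83b* (FBgn0010403) 0.31, 0.40 and 0.54 (edgeR adjusted p = 0.026, 0.0050 and 0.0015), and for *Obp69a* (FBgn0011279), whose exons overlap *CG32104*, 0.31, 0.70 and 0.46 (edgeR adjusted p = 0.031, 0.00013 and 0.0053). The calls for *Obp83b* and *Obp69a* in *Or47b1* were lost in 5 and 4 of the 14 fits without one sample. *fruLexA/fru4-40* replicate 1 had 3520 for *Obp83a*, below the 3910 ± 185 (SD, n = 3) of w1118 GH. Over all 15 samples *Obp83a* passed 0.05 in none of the 3 mutants, *Obp83b* and *Obp69a* passed in *Or67dGAL4* and *fruLexA/fru4-40*, and *lush* in all 3.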

Among the Obps that are differentially expressed in mutants, *Obp69a* is particularly interesting as it was previously shown to modulate social responsiveness in Drosophila (Bentzur et al. 2018). In this context, cVA exposure in males as well as activation of Or67d neurons decreases *Obp69a* levels, which in turn alters aggressive behaviors driven by Or67d neurons. In addition, *lush*, *Obp83a*, and *Obp83b* which are also expressed in trichoid sensilla were all shown to regulate odor-evoked response kinetics and spontaneous activity of trichoid ORNs (Kim et al. 1998; Xu et al. 2005; Laughlin et al. 2008; Scheuermann and Smith 2019).

In addition to Obps expressed in the trichoid sensilla, many other Obps also show misregulation particularly in *Or67d* and *Or47b* mutants. For example, in both mutants, *Obp99d* is significantly upregulated; in contrast, *Obp99a* and *Obp8a* show a downregulation (Fig. 7). 

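*Obp99d* (FBgn0039684) rose by 2.35 on the log2 scale in *Or47b1* (standard error 0.32, edgeR adjusted p = 0.00017) and by 1.69 in *Or67dGAL4* (0.32, edgeR adjusted p = 0.0018). *Obp8a* (FBgn0030103) fell by 0.90 (standard error 0.16, edgeR adjusted p = 0.0011) and by 0.97 (0.16, edgeR adjusted p = 0.00056). *Obp99a* (FBgn0039678) had at most 2 counts in an *Or47b1* library and was at least 3.51-fold lower (edgeR adjusted p = 0.0022). In *Or67dGAL4* its log2 fold change was -1.59 (standard error 0.58, edgeR adjusted p = 0.056), above 0.05 in this test and 0.020 with edgeR on the compared groups only. DESeq2 gave 0.056 on all 5 groups and 0.11 on the compared groups only.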

Even though it is not known which sensilla these Obps are normally expressed in, given the responses, it is likely that they are produced by the non-neuronal cells in trichoid sensilla where Or47b and Or67d ORNs are housed. There are also some Obps that show misregulation only in specific mutants. For example, *Obp83cd*, *Obp83ef*, and *Obp56c* are normally not expressed in the antennae, yet *Obp83cd* and *Obp83ef* show a significant upregulation in *Or67d* mutants, whereas *Obp56c* is upregulated in *Or47b* mutants (Fig. 7). 

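*Obp83cd* (FBgn0046878) and *Obp83ef* (FBgn0046876) overlap on opposite strands of chromosome 3R between 6109642 and 6109733, so some of their counts could be shared. Their mean RPKM was 0.239 and 0.313 in w1118 GH, and 7.36 ± 1.42 (SD, n = 3) and 29.8 ± 4.44 (SD, n = 3) in *Or67dGAL4*, with log2 fold changes of 4.91 (standard error 0.51, edgeR adjusted p = 1.5e-05) and 6.61 (0.29, edgeR adjusted p = 3.9e-09). *Obp56c* (FBgn0046879) had at most 2 counts in a w1118 GH library. It was at least 5.22-fold higher in *Or47b1* (edgeR adjusted p = 0.0023) and at least 3.22-fold higher in *fruLexA/fru4-40* (edgeR adjusted p = 0.0091), at mean RPKM of 1.45 and 0.897, with 0.831 in *fruLexA/fru4-40* replicate 1.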

*Obp84a* is the only *Obp* to be upregulated in isolated male antennae and downregulated in *Or47b* mutant antennae (Fig. 7). These results suggest the presence of regulatory interactions between olfactory receptor signaling and neural activity that likely drive activity-dependent homeostasis in Obp levels. 

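*Obp84a* (FBgn0011282) lies on chromosome 3R of dm6 from 7250725 to 7251957, and *Dtwd2* on the other strand spans 7249795 to 7251750, so the 2 genes overlap in part. Its RPKM was 65.1 ± 2.12 (SD, n = 3) in w1118 GH, 93.7 ± 0.454 (SD, n = 3) in w1118 SH and 22.3 ± 1.66 (SD, n = 3) in *Or47b1*. On the log2 scale *Obp84a* changed by 0.52 in w1118 SH (standard error 0.08, edgeR adjusted p = 0.014) and -1.53 in *Or47b1* (0.09, edgeR adjusted p = 6.7e-08). In w1118 SH the call was lost in 2 of the 14 fits without one sample and over all 15 samples (edgeR adjusted p = 0.11). DESeq2 on all 5 groups kept it, with an adjusted p of 1e-05.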

Given the role of most Obps in regulating neuronal physiology, it is possible that transcriptional changes in *Obp* genes observed in social isolation as well as pheromone receptor mutants might occur as homeostatic mechanism to compensate for altered neuronal activity and ORN function.

### Pheromone receptor signaling regulates genes involved in hormone metabolism

Hormone signaling is responsible for regulating behavioral and brain states in both vertebrates and invertebrates. For example, in vertebrates, many social behaviors such as aggression, mating, and parenting, are under the control of hormones such as estrogen, testosterone, oxytocin, and vasopressin (Lee et al. 2014; Rilling and Young 2014; Stagkourakis et al. 2020; Liu et al. 2022). In social insects, such as ants, caste-specific behaviors are determined by hormone states, where queen- and worker-like behaviors are associated with ecdysone and juvenile hormone signaling, respectively (Glastad et al. 2020; Gospocic et al. 2021). In Drosophila, juvenile hormone signaling modulates behavioral and motivational states during courtship (Lin et al. 2016; Lee et al. 2017; Zhang et al. 2021). Recent studies have also identified age-related cues such as juvenile hormone (JH) signaling together with social experience to control Or47b neuronal responses to pheromones and courtship behaviors in a Fru^M^-dependent manner (Lin et al. 2016; Sethi et al. 2019; Zhang et al. 2020). JH signaling, concurrent with social experience, modifies chromatin around *fru P1* promoter and ultimately *fru^M^* levels in Or47b ORNs (Zhao et al. 2020). These studies also demonstrated that JH receptor enrichment at *fru P1* promoter increases in socially isolated flies as well as flies with disrupted Or47b signaling (Zhao et al. 2020). As mentioned above, gene ontology analysis of differentially expressed genes in this study also highlights genes involved in hormone metabolism (Fig. 3). Thus, we specifically interrogated the genes regulating hormone levels in pheromone receptor and *fru^M^* mutants (Fig. 8a–c’).

**Fig. 8.**
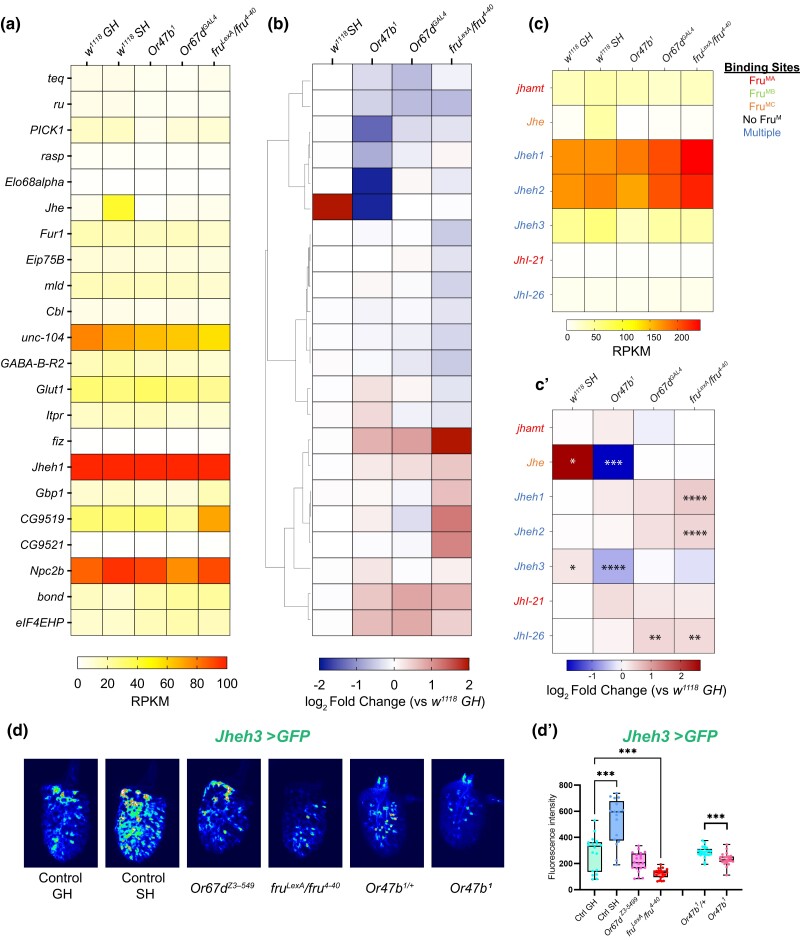
Differentially expressed hormone metabolism genes in response to social isolation and loss of pheromone receptor or *fru^M^*. (a–b) Examination of GO term: 0010817 (regulation of hormone levels) shows significant changes in various hormone metabolism gene subclasses. Hierarchically clustered heatmaps showing log_2_ fold change compared to group-housed wild-type antennae across all experimental conditions (b) and average mRNA levels (RPKM) of replicates within each condition ordered in the same way as log_2_ fold change (a). Genes with adjusted *P*-value above 0.01 were filtered out in each experimental condition. (c–c’) RPKM (c) and log_2_ fold change (c’) for juvenile hormone metabolism-related genes. Adjusted *P*-value was directly performed via DESeq2. *P.adjust < 0.05; **P.adjust < 0.01; ***P.adjust < 0.001; ****P.adjust < 0.0001. Fru^M^-binding information is listed in Supplementary Table 4. (d) Confocal images of antenna from WT GH, WT SH, *Or47b^1^*, *Or67d^Z3–5499^*, and *fru^LexA/4–40^* mutant males expressing *Jheh3-GAL4 UAS-mCD8GFP*. (d’) Quantification of fluorescence in images presented in d. One-way ANOVA was used for significance test, followed by multiple comparisons (compare other groups to group-housed control). *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001. Not significant if no * labeled. (d–d’) *n* = 17–24.

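In w1118 GH the RPKM was 390 ± 12.5 (SD, n = 3) for *Jheh1* (FBgn0010053), 387 ± 14.6 (SD, n = 3) for *Jheh2* (FBgn0034405), 114 ± 5.42 (SD, n = 3) for *Jheh3* (FBgn0034406), 72.4 ± 8.43 (SD, n = 3) for *jhamt* (FBgn0028841) and 10.4 ± 5.46 (SD, n = 3) for *Jhe*. The 3 *Jheh* genes are neighbours on chromosome 2R between 18853434 and 18862078 and belong to one family, so the counting could split reads between them.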

Many of the enzymes involved in juvenile hormone biosynthesis and metabolism, such as juvenile hormone epoxide hydrolases (*Jheh1*,*2*,*3*), *Jhe*, and juvenile hormone acid methyltransferase (*jhamt*), are expressed at varying levels in the antennae (Fig. 8c). These genes are also reported to have Fru^MA^ and Fru^MC^ binding in their upstream regulatory elements (Dalton et al. 2013; Neville et al. 2014; Vernes 2014). Two mostly enriched genes, *Jheh1* and *Jheh2*, show mild upregulation in *fru^M^* mutants but no significant changes in the absence of social cues or pheromone receptor signaling (Fig. 8c, c’). 

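In *fruLexA/fru4-40* the log2 fold changes were 0.58 for *Jheh1* (standard error 0.13, edgeR adjusted p = 0.0043) and 0.49 for *Jheh2* (0.11, edgeR adjusted p = 0.0048). Replicate 1 had 417 and 272 RPKM, against means of 564 and 527 in replicates 2 and 3, and over all 15 samples neither passed 0.05 (edgeR adjusted p = 0.068 and 0.51). In w1118 SH the values were 0.00 and 0.06 (edgeR adjusted p = 1 and 0.82), and in *Or47b1* 0.24 and 0.08 (edgeR adjusted p = 0.16 and 0.64). In *Or67dGAL4* they were 0.39 (standard error 0.11, edgeR adjusted p = 0.021) and 0.38 (0.10, edgeR adjusted p = 0.011).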

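The log2 fold change of *Jhe* was 3.21 in w1118 SH (standard error 0.58, edgeR adjusted p = 0.023) and -2.14 in *Or47b1* (0.70, edgeR adjusted p = 0.046). With each sample left out in turn these stayed between 2.88 and 3.72 and between -2.37 and -1.63, and their adjusted p was above 0.05 in 4 and 10 of the 14 fits. The adjusted p of *Jhe* was 0.0095 and 0.011 with the replicate number as a block, and 0.065 and 0.053 over all 15 samples. With edgeR on the compared groups only it was 0.11 in w1118 SH. DESeq2 on all 5 groups gave an adjusted p of 0.00013 in w1118 SH and 0.0088 in *Or47b1*. *Jheh3* fell by 0.61 in *Or47b1* (standard error 0.08, edgeR adjusted p = 0.00020), with 0.063 over all 15 samples. In w1118 SH it had 142 ± 6.08 RPKM (SD, n = 3), a log2 fold change of 0.31 (standard error 0.08, edgeR adjusted p = 0.10), above 0.05 here and 0.021 in DESeq2 with all 5 groups.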

On the other hand, both *Jhe* and *Jheh3* appear to be upregulated in social isolation while downregulated in *Or47b* mutants (Fig. 8c’ and Supplementary Fig. 6b). Throughout the antenna, *Jheh3*-*GAL4* expression is observed in many ORNs (Fig. 8d, d’). In agreement with a transcriptional increase in socially isolated male antennae, we found that *Jheh3* reporter expression was significantly increased in isolated male antennae. On the other hand, in both *Or47b* and *fru^M^* mutant antennae, *Jheh3* reporter expression was significantly decreased in agreement with transcript levels (Fig. 8d, d’). As observed in the RNA-seq, there was no change in *Jheh3* reporter expression in *Or67d* mutants compared to grouped male antennae (Fig. 8d, d’). *Jhe* is of particular interest as Jhe activity is known to be necessary for robust male-specific courtship behaviors and mating success in addition to affecting the abundance of sex-specific pheromones such as 11-cis-vaccenyl acetate in males (Liu et al. 2008; Ellis and Carney 2010). Furthermore, seminal work on Jhe and Jheh3 has shown that these enzymes work together to catabolize JH in *D. melanogaster* (Khlebodarova et al. 1996). These results suggest that social experience and pheromone receptor signaling regulate the expression of JH biosynthetic enzymes. Such changes can modulate juvenile hormone activity by rapidly catabolizing JH in the periphery and affecting downstream target genes, such as *fruitless*.

## Discussion

Sensory experience influences many behaviors by modifying neuronal and circuit function (Cushing and Kramer 2005; Curley et al. 2011; Dey et al. 2015; Sethi et al. 2019), yet molecular mechanisms remain largely unknown. Here, we took advantage of the well-characterized system of sex-specific behaviors, governed by the Fru^M^, which acts as a gene regulatory switch for male-specific circuit development, function, and behavior in *D. melanogaster* (Yamamoto 2007; Dickson 2008; Yamamoto and Koganezawa 2013; Yamamoto and Kohatsu 2017). While our sample sizes were modest for *fru* mutants, our results show that social experience and pheromone signaling alter gene expression programs, including modest effects on Fru^M^ splice/promoter usage, ultimately modulating circuit function and behavioral responses (Fig. 9).

**Fig. 9.**
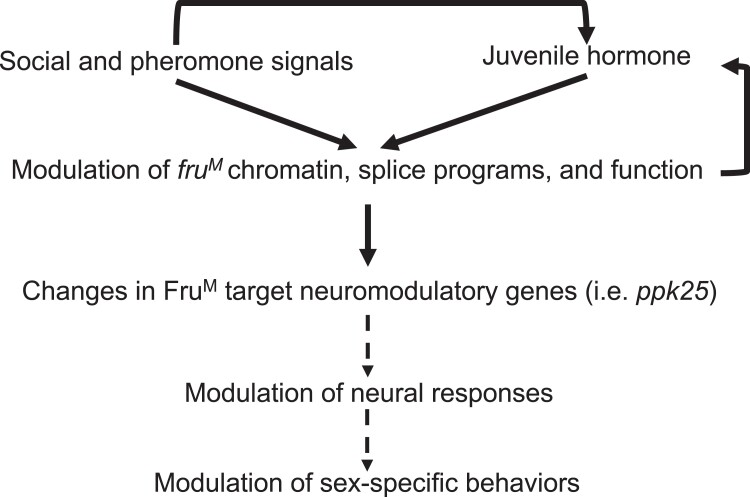
Fruitless-dependent transcriptional cascade that reprograms neural responses and behaviors with social experience, pheromone receptor function, and hormone signaling. Social context and pheromone detection modifies chromatin and transcriptional/splice programs for *fruitless* gene altering its function. This reprograms expression of Fruitless target neuromodulatory genes (i.e. *ppk25*) altering neural physiology and pheromone responses (Ng et al. 2019; Sethi et al. 2019; Zhang et al. 2020). Ultimately, these result in changes in neuronal activity and behavioral modulation (Sethi et al. 2019). It was also shown that juvenile hormone signaling works together with social experience to modulate both ORN physiology and courtship behaviors (Lin et al. 2016; Zhang et al. 2020). At the molecular level, social/pheromonal cues work together with juvenile hormone receptors to modulate transcription fruitless (Zhao et al. 2020). Social context, pheromone receptor, and FruM function also alter the expression of genes involved in juvenile hormone metabolism.

As genetic background significantly influences transcriptional profiles, one of the limitations of our transcriptome analysis is that the backgrounds of the mutants and wild type are different. Thus, it is not possible to fully distinguish the effects of background on transcription from effects of mutants used. To further evaluate the scale of potential genetic background influence, we called genetic variants based on the RNA-seq data of this study and calculated the genetic distance among these genotypes together with variation data extracted from the genomes of 18 lines randomly selected from the *Drosophila melanogaster* Genetic Reference Panel (DGRP). As is shown in Supplementary Fig. 7a, while our experimental genotypes are not identical, they are more closely related to each other than those randomly selected DGRP wild-type strains, which are a snapshot of typical genetic variation observed among wild-type isofemale lines. This reflects, in part, a shared genetic ancestry among the laboratory stocks used in this study that resulted from some overlap in the stocks used to make our experimental lines. Secondly, transcript levels for multiple housekeeping genes we analyzed are similar across wild-type and mutant samples (Fig. 1d). We also verified the consistency of these housekeeping genes from additional antennal RNA-seq samples (Supplementary Fig. 7b and Supplementary Table 5). Lastly, we did fully control for the background during *in vivo* confirmation experiments for differentially expressed genes identified by RNA-seq analysis. Using antennal expression patterns of transcriptional reporters for a limited number of relevant genes, we were able to confirm patterns observed in RNA-seq datasets of this study. Collectively, even though the genetic background influences may still exist, the gene sets showing differential expression between *Or/fru* mutants and wild types are largely due to the effects of loss of pheromone receptor or Fruitless function.

Previous studies in Drosophila demonstrated that social experience can modulate Fru^M^-dependent sex-specific behaviors such as courtship and aggression (Curley et al. 2011; Dey et al. 2015; Sethi et al. 2019). For example, social isolation decreases the sensitivity of Or47b neurons to their pheromone ligands in a Fru^M^-dependent manner, which leads to a decrease in male competitive courtship advantage (Sethi et al. 2019). Other studies have also shown that monosexual group housing can decrease aspects of courtship behaviors such as courtship song and circling (Dankert et al. 2009). In addition to courtship, aggression behaviors which are under the control of Or67d and Or65a neurons and Fru^M^ function also change with social experience (Dankert et al. 2009; Liu et al. 2011). For example, social isolation significantly increases male–male aggression (Wang et al. 2008; Dankert et al. 2009). These reports highlight the importance of social experience and pheromone signaling in the execution of sex-specific behaviors.

What are the molecular mechanisms by which Fru^M^ function is altered by social experience? We previously reported that social experience and pheromone receptor signaling alter chromatin states around *fru* P1 promoter (Zhao et al. 2020) to modify *fru* regulation (Hueston et al. 2016; Sethi et al. 2019; Zhao et al. 2020). Surprisingly, as reported in this study as well as in Zhao *et al*. (2020), chromatin alterations at the *fru* P1 promoter in isolated and pheromone receptor mutant male antennae are not accompanied by major changes to transcription, except for a significant decrease in antennal reporter expression driven by *fru P1-GAL4* in *Or47b* mutants (Hueston et al. 2016). Transcriptional regulation of *fru* is complex yielding 15 annotated alternatively spliced isoforms from 7 promoters giving rise to different 3′ sequences which encode variable zinc finger DNA-binding domains of Fru protein (Lee et al. 2000; Meier et al. 2013; Neville et al. 2014; Von Philipsborn et al. 2014). Different Fru proteins regulate unique yet overlapping set of target genes which have binding sites for single or multiple Fru^M^ isoforms (Dalton et al. 2013; Neville et al. 2014; Vernes 2014). Many of these target genes regulate neural development and function. Therefore, changes in *fru* splicing patterns can affect the expression of thousands of genes simultaneously, strongly modulating neuronal responses and circuit outputs in a short period of time. Even though we do detect slight shifts at the level of exon/promoter usage in our transcriptome data, RNA-seq differences from bulk antennal tissues are not dramatic across social conditions and mutants, except for *fru^M^* mutant male antenna. While it is possible that previous chromatin results were noisy, changes in chromatin without associated changes in transcription are a commonly seen phenomenon called “molecular priming” and have been shown in other systems, including in *fru*-positive circuits in the brain (Koike et al. 2012; Jaric et al. 2019; Brovkina et al. 2021). Remarkably, Fru^M^ is expressed in ∼2,000 interconnected neurons highlighting a circuit for courtship behaviors from sensation to action (Yamamoto and Koganezawa 2013; Sato and Yamamoto 2020). This expression pattern allows neural activity-dependent influences on *fru* chromatin and transcription to propagate throughout the whole circuit. In summary, these features make circuit switch gene *fru^M^* an efficient molecular hub onto which many internal and external states act to modulate circuit activity and behavioral outputs by tweaking the levels of transcripts and splice isoforms, leading to a cascade of changes in transcriptional programs.

Each pheromone sensing neuron relays different information about the social environment, which is integrated and processed to output a specific behavior. Likely due to differences in neuronal identity and function, different pheromone receptors have different effects on *fru* chromatin and splice isoforms (Zhao et al. 2020) (Fig. 4). Such sensory stimuli-dependent changes in Fru proteins can alter the expression of downstream genes affecting neuronal activity and function to have rapid, temporary, or lasting effects on neuronal activity and behavioral outputs. These changes are essential for organisms to form short/long-term adaptation to the environment. However, how these different cell types generate these differences in behavioral repertoire via changes in gene expression in the periphery have been largely unknown.

Many of the genes that show differential expression in response to social isolation and disruption of pheromone receptor or Fru^M^ function encode neuromodulators that affect membrane potential, such as ion channels, membrane ion transporters, proteins involved in neurotransmission, and odorant binding proteins (Fig. 3; Fig. 5; and Fig. 6). Among all conditions, social isolation possesses the fewest differentially expressed genes compared to group-housed controls with a small overlap with pheromone receptor and *fru^M^* mutants. This might be due to differences in gene expression changes in response to disruption of evoked activity of pheromone sensing olfactory neurons with socially isolation vs disruption of both spontaneous and evoked activity in pheromone receptor mutants. Loss of Fru^M^ alters the expression of many neuromodulatory genes with known Fru^M^-binding sites in a bimodal way, suggesting that Fru^M^ can act as both an activator and repressor of gene expression. Some of these differentially expressed genes are also altered in pheromone receptor mutants, generally in the same direction (Fig. 2d, e). There are also unique overlaps between *Or47b* and *fru^M^* mutants, between *Or67d* and *fru^M^* mutants, and between *Or47b* and *Or67d* mutants (Fig. 2b, e). Many of these differentially expressed genes are known to harbor binding sites for different Fru^M^ isoforms. These suggest that some of the differentially expressed genes in *Or47b* and *Or67d* mutants are due to Fru^M^-dependent changes, whereas others might be Fru^M^-independent, caused by OR signaling and/or ORN activity.

One functionally relevant gene among the genes that show differential regulation in pheromone receptor and *fru^M^* mutants is the Fru^M^ target gene *ppk25*, which previously was shown to modulate ORN responses in Or47b and Or67d neurons (Ng et al. 2019; Zhang et al. 2020). *ppk25* belongs to a family of sodium channels that serve a variety of functions, from regulation of neural activity to detection of sensory cues. PPK protein complexes generally are composed of multiple subunits encoded by different *ppk* genes. Many *ppk* genes contain binding sites for Fru^M^ isoforms in their promoter regions (Dalton et al. 2013; Neville et al. 2014; Vernes 2014). In addition, a recent study implicated isoform-specific Fru^M^-dependent regulation of *ppk25* and *ppk23* in the modulation of Or47b and Or67d responses (Ng et al. 2019; Zhang et al. 2020). According to the genetic analysis in this study, Fru^MB^ and Fru^MC^ positively regulate the expression of *ppk25* and *ppk23*, respectively. There are apparent discrepancies with this interpretation and transcriptome data from our study, as well as others (Li et al. 2020; McLaughlin et al. 2021). While our transcriptome analysis agrees with a regulatory role for Fru^M^ in *ppk25* gene regulation, the regulatory mode is repressive; that is, *ppk25* expression is upregulated in *Or47b*, *Or67d*, and *fru* mutants. This type of repressive role for Fru^M^ in transcription also is in consensus with previous studies demonstrating Fru^M^ interactions with transcriptionally repressive histone-modifying enzymes such as HDAC1 (Ito et al. 2012; Ito et al. 2013). In addition, we are not able to detect any transcripts for *ppk23* in the antennae, and the expression of *ppk23* does not change in *Or47b*, *Or67d*, and *fru^M^* mutants. Instead, we noticed that other *ppk* genes such as *ppk6*,*7*,*13*,*14*,*15*,*19* are altered in different mutant conditions. Fru^M^ seems to have a bidirectional role in regulating *ppk* gene expression, where it activates the expression of a subset of *ppk* genes (*ppk7*,*13*,*14*,*15*) while repressing the expression of others (*ppk6* and *ppk25*). One way to reconcile these differences is that multiprotein PPK complexes composed of combinations of different PPK subunits and the stoichiometric levels of each *ppk* transcript in a given neuron can determine channel function. For example, misexpression of *ppk23*, which normally is not expressed in the antennal ORNs, can interfere with PPK channel function by disrupting the existing functional complexes in a given neuron, or forming new PPK complexes, thus affecting physiological properties. Another possibility is that the transcriptional changes in *fru^Lex^/fru^/4–40^* mutant are an output for eliminating all *fru^M^* transcripts, thus masking individual effects of each *fru^M^* isoform, such as *fru^MA^*, *fru^MB^*, or *fru^MC^*. And finally, it is also possible that the slight upregulation of *ppk25* in *Or47b* and *fru^M^* mutants as well as large changes in *Or67d* mutants may be due to global *fru^M^* changes in the whole antennae, or through retrograde neuromodulatory signaling from the antennal lobe.

Antennal sensilla contain cell types other than ORNs, such as glia-like cells and support cells of sensillum, as well as epithelial cells. Since our transcription data is from the whole antennae, one possibility we cannot exclude is that differences in antennal gene expression in different genetic and social conditions are readouts from non-neuronal cells or other ORNs. Even though we anticipate the immediate effects of *Or67d* and *Or47b* mutants to happen in the ORNs expressing these two receptors, signals from ORNs can lead to secondary changes in gene expression in non-neuronal cells within the sensillum (Su et al. 2012). This also brings to light a general issue with bulk tissue where large cell-type-specific changes may be masked by cell-nonautonomous changes in gene expression in others cell types, as well as retrograde feedback signaling within olfactory circuits. Regardless, our data shows that many of the differentially expressed genes encode regulators of neuronal function and physiology. This increases the likelihood that the transcriptional changes in response to social and pheromonal cues are happening mostly in the neurons that respond to social cues, such as Or47b and Or67d ORNs. Future single-cell chromatin and transcription profiles from Fru^M^-positive neurons in the antenna and brain will provide deeper insights to neuron-specific changes in gene regulation from the peripheral to the central nervous system that modulate circuit function in response to social cues.

Part of the transcriptional effects can also be exerted downstream of changes in *dsx* levels seen in pheromone receptor and *fru* mutants. Given the upregulation of *dsx* levels in pheromone receptor and *fru* mutants suggests the possibility that some of the social experience- and neural activity-dependent transcriptional changes might also arise from increased Dsx. Dsx expression is restricted to non-neuronal cells in the antenna (Robinett et al. 2010). Similarly, genes affecting neural activity such as *Obps* and some neurotransmitter receptors, which function to alter both spontaneous and evoked activity of ORNs, are also expressed in non-neuronal cells in addition to the ORNs in the antennae (McKenna et al. 1994; Kim et al. 1998; Kim and Smith 2001; Larter et al. 2016). The social experience and pheromone signaling-dependent misregulation of these genes point to adaptive homeostatic mechanism within local sensilla that can contribute to modulation of neuronal activity.

Lastly, in addition to the transcriptional changes occurring in neural activity programs, genes regulating juvenile hormone metabolism are also modified with social context and pheromone receptor and *fruitless* mutants. Social experience works together with juvenile hormone signaling to modulate responses of pheromone sensing neurons in a Fru^M^-dependent manner (Sethi et al. 2019). These contribute to modification of competitive copulation advantage of males in different population densities and different ages as well as regulating overall courtship. At the molecular level, social/pheromonal cues work together with juvenile hormone receptors to modulate chromatin around *fruitless* P1 promoter and its transcription (Zhao et al. 2020). Juvenile hormone acts as a repressor of *fru* expression, and social experience converts it to an activator. In the same study, we showed that social isolation and disruption of Or47b signaling increase the accumulation of juvenile hormone receptor at the *fru* P1 promoter and juvenile hormone response elements. This might be due to changing levels of juvenile hormone since our results show that expression of genes involved in juvenile hormone metabolism are altered in social isolation, and mutants in pheromone receptors and *fru*. The findings in our study together with results from previous studies suggest the presence of interconnected gene regulatory networks among social/pheromone signaling, hormone signaling, and Fru^M^ function in neural and behavioral modulation (Fig. 9).

Social isolation is known to affect a wide range of brain functions and behaviors, such as aggression, attention, depression, and anxiety. Overall, this study highlights the shared transcriptional changes in master behavioral regulators and their target neuromodulatory genes providing a molecular mechanism that alter neural responses with social experience and pheromone sensing.

## Supplementary Material

jkad072_Supplementary_Data Click here for additional data file.

## Data Availability

All relevant data are within the paper and its supporting information files. The raw sequencing data are accessible in GEO (# GSE179213). Code for the analysis is deposited on GitHub (https://github.com/csoeder/VolkanLab_BehaviorGenetics/tree/master/scripts). Supplemental material (Supplementary Figs. 1–7; Suplementary Table 1 contains DESeq2 results and original count/RPKM matrix of all mapped genes in each sample; Supplementary Table 2 contains gene list in Venn diagram of Fig. 2b; Supplementary Table 3 contains detailed GO term analysis results, related to Fig. 3; Supplementary Table 4 contains Fru-binding site information for the genes in Figs. 5–8; Supplementary Table 5 contains RPKM matrix of antennal RNA-seq samples from a different study, related to Supplementary Fig. 7b) available at G3 online.

# Supplementary material for: Social experience and pheromone receptor activity reprogram gene expression in sensory neurons
**Source:** G3 (Bethesda). 2023 Mar 27;13(6):jkad072. doi: 10.1093/g3journal/jkad072
**Supplement:** jkad072_Supplementary_Data

## Supplemental Material

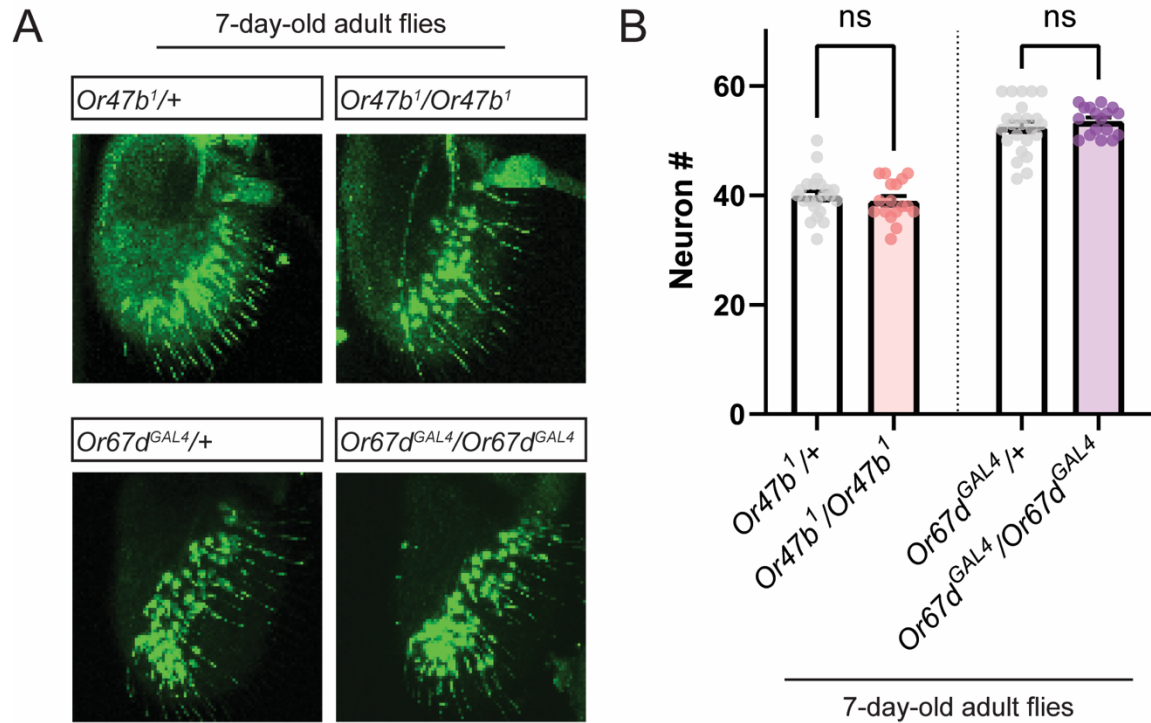

**Figure S1. ORN numbers of control and mutants. (A)** *Or47b*-GAL4 driven *UAS-mCD8GFP* expression in 7-day old male antennae from control and *Or47b* mutants (top), and *Or67d*<sup>GAL4</sup> driven *UAS-mCD8GFP* expression in 7-day old male antennae from control and *Or67d* mutants. **(B)** Statistics of numbers of *Or47b* and *Or67d* ORNs in both control and *Or* mutants. Unpaired t test was used to compare the neuron number between *Or* mutants and control heterozygotes. ns, not significant.

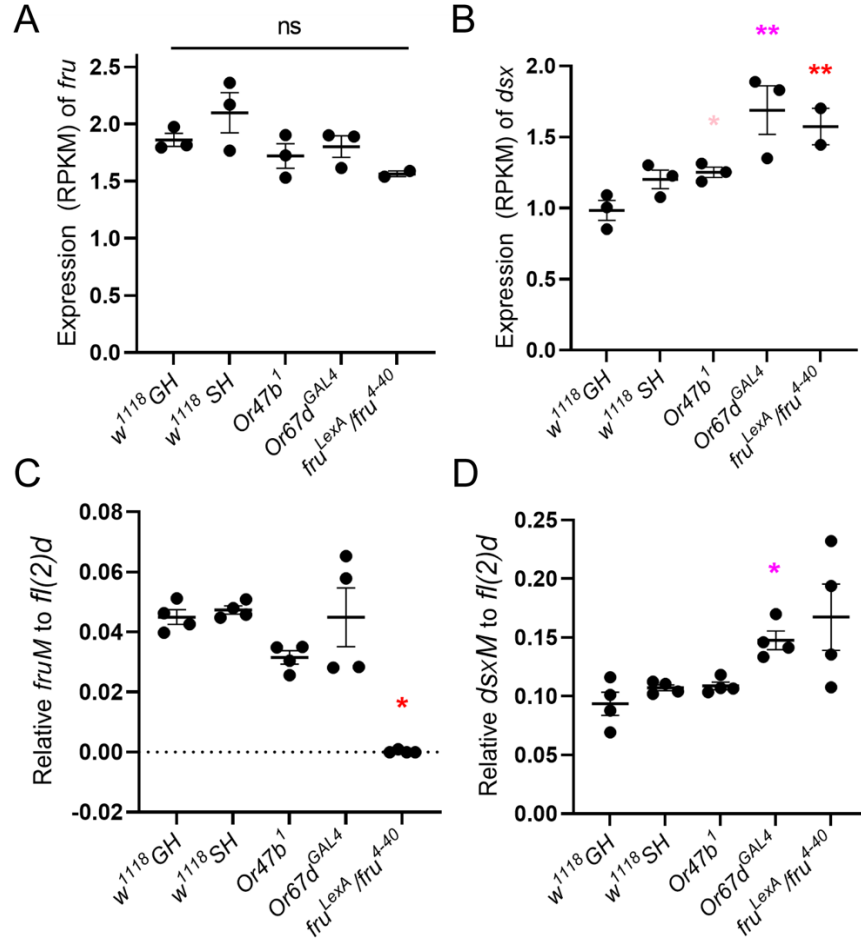

**Figure S2. Validation of *fru* and *dsx* male specific exon expression in male antennae of WT and mutants. (A-B)** RPKM of *fru* and *dsx*. Adjusted p-value was directly performed via DESeq2. **(C-D)** Quantitative RT-PCR validation of *fru* and *dsx* male specific exon expression. **(C)** The expression of *fru<sup>M</sup>* was not detected in *fru* mutants and did not show significant difference in other *Or* mutants or SH WT. **(D)** The *dsx<sup>M</sup>* expression showed significant increase in *Or67d* mutant male antennae. **(C-D)** One-way ANOVA was used for significance test, followed by multiple comparisons (compare other groups to *w<sup>1118</sup> GH*). \*  $p < 0.05$ , \*\*  $p < 0.01$ , \*\*\*  $p < 0.001$ , \*\*\*\*  $p < 0.0001$ . not significant if no \* labeled.

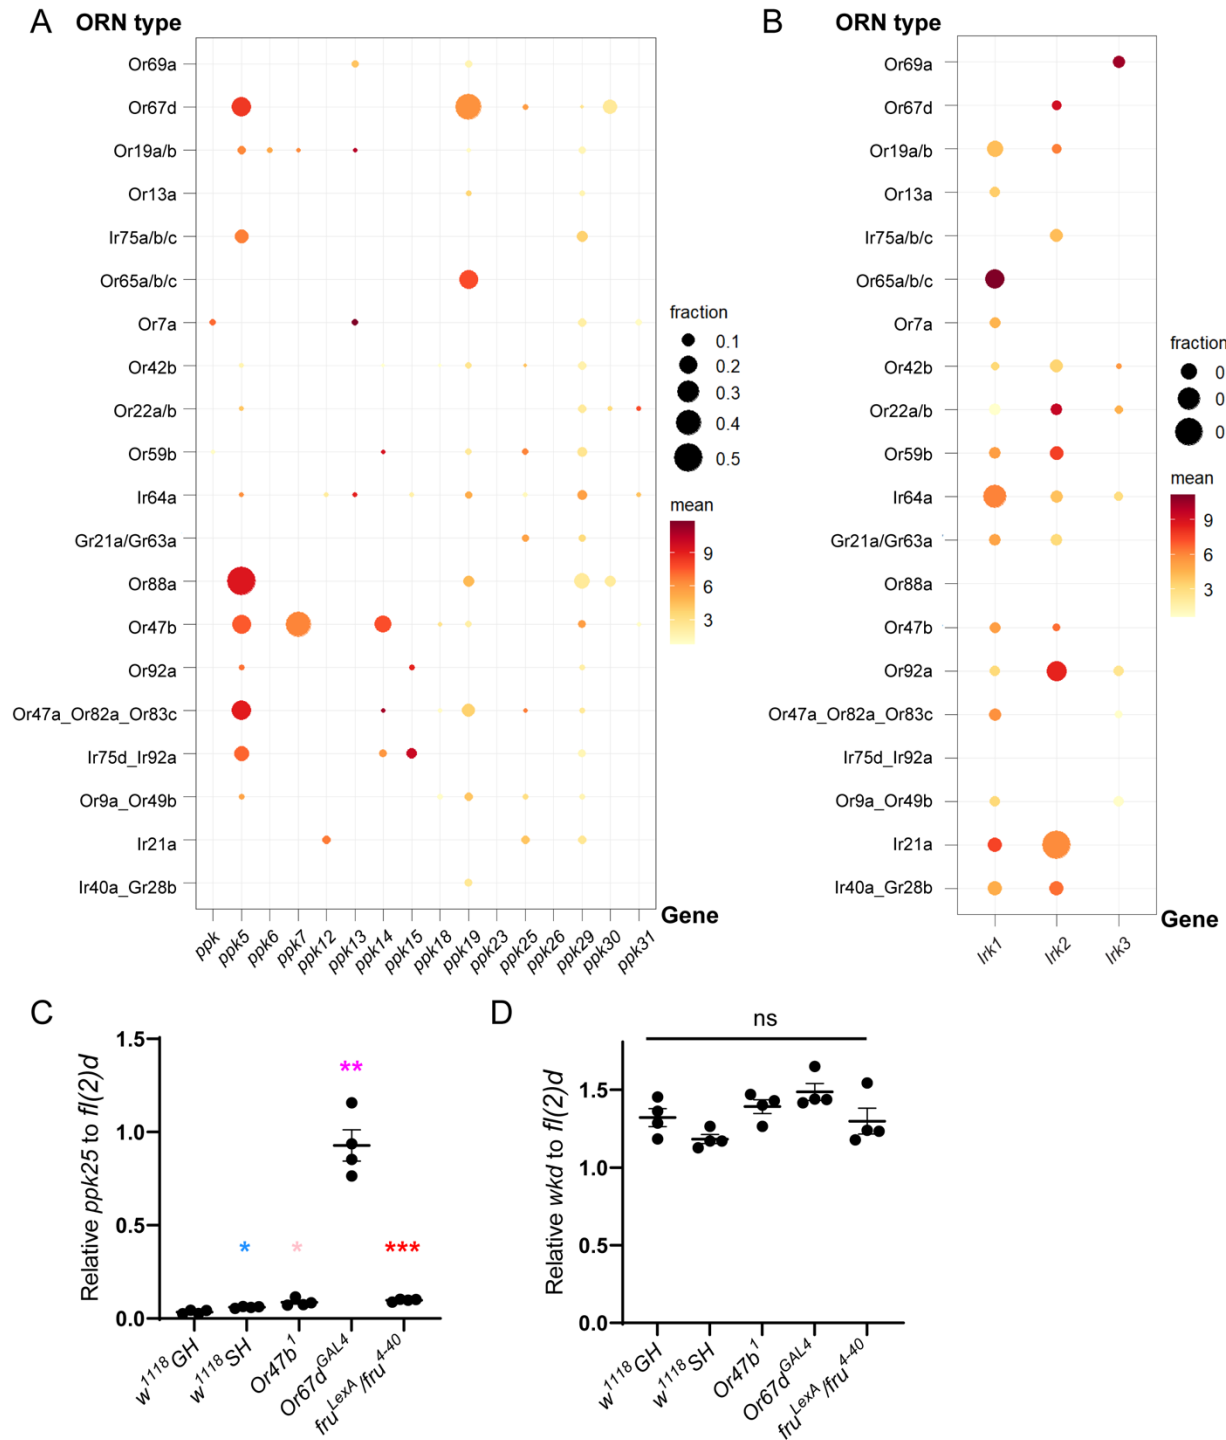

**Figure S3. Validation of *ppk* expression across ORN classes and in mutants. (A- B) ORN class-specific expression of *ppk* and *Irk* family genes based on single-cell RNA-seq datasets from the adult ORNs (McLAUGHLIN *et al.* 2021). Size of each circle**

indicates the fraction of positive cells ( $\log_2(\text{CPM}+1) > 0.5$ ) and color intensity indicates the mean expression ( $\log_2(\text{CPM}+1)$ ) of all positive cells. **(C-D)** Quantitative RT-PCR validation of *ppk25* expression **(C)** and a negative control gene *wkd* expression **(D)** from antennae of grouped and socially isolated wild types, *Or47b* mutants, *Or67d* mutants, and *fru<sup>M</sup>* mutants normalized to *fl(2)d*. *fl(2)d* and *wkd* were selected based on their near-identical expression level across all conditions from the RNA-seq results and thus used as loading and negative control genes. One-way ANOVA was used for significance test, followed by multiple comparisons (compare other groups to *w<sup>1118</sup> GH*). \*  $p < 0.05$ , \*\*  $p < 0.01$ , \*\*\*  $p < 0.001$ , \*\*\*\*  $p < 0.0001$ . ns, not significant.

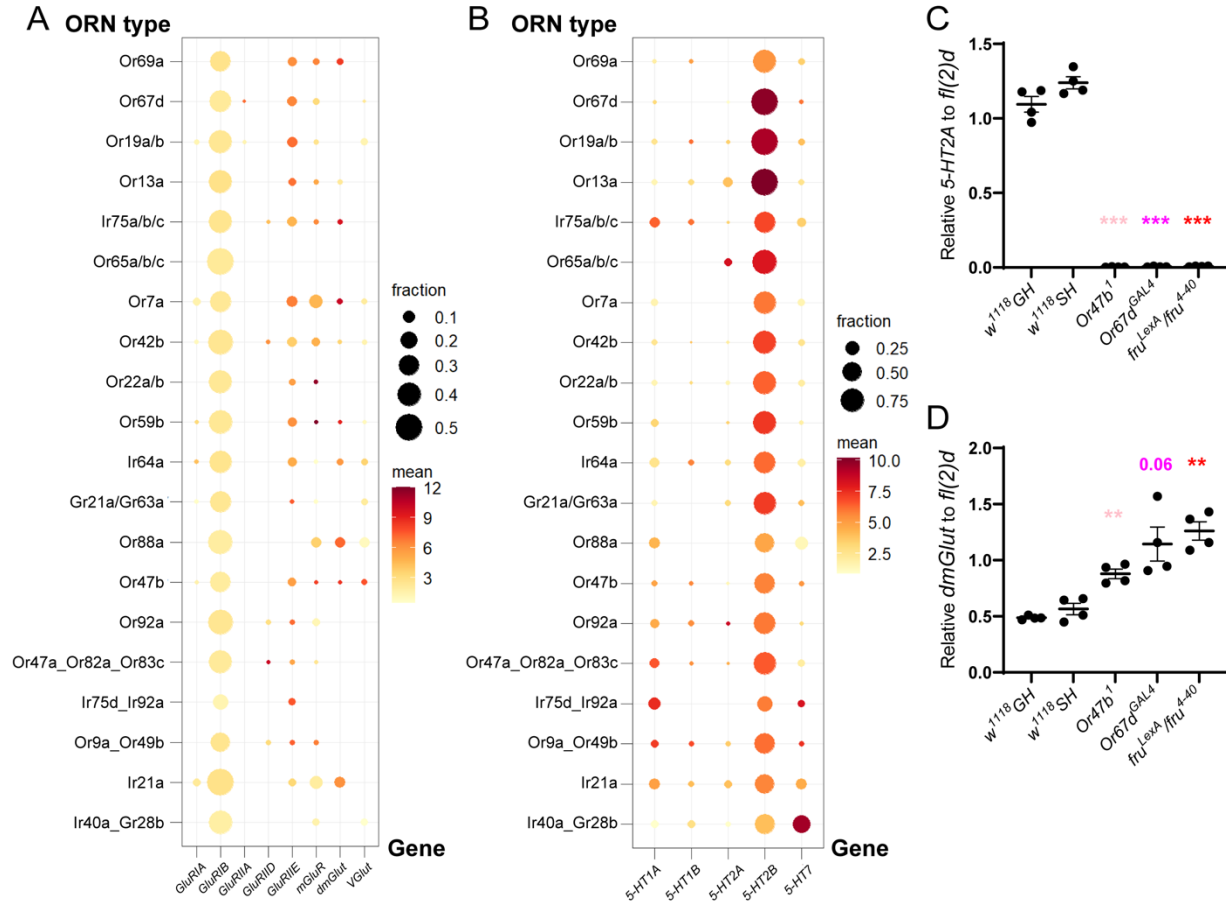

**Figure S4. Validation of neurotransmitter receptor expression across ORN classes and in mutants. (A-B)** ORN class-specific expression of serotonin and glutamate receptors based on single-cell RNA-seq datasets from the adult ORNs (McLAUGHLIN *et al.* 2021). The size of each circle indicates the fraction of positive cells ( $\log_2(\text{CPM}+1) > 0.5$ ) and color intensity indicates the mean expression ( $\log_2(\text{CPM}+1)$ ) of all positive cells. **(C-D)** Quantitative RT-PCR validation of *5-HT2A* **(C)** and *dmGlut* **(D)** expression from antennae of grouped and socially isolated wild types, *Or47b* mutants, *Or67d* mutants, and *fru<sup>M</sup>* mutants normalized to *fl(2)d*. One-way ANOVA was used for significance test, followed by multiple comparisons (compare other groups to *w<sup>1118</sup> GH*). \*  $p < 0.05$ , \*\*  $p < 0.01$ , \*\*\*  $p < 0.001$ , \*\*\*\*  $p < 0.0001$ . not significant if no \* labeled.

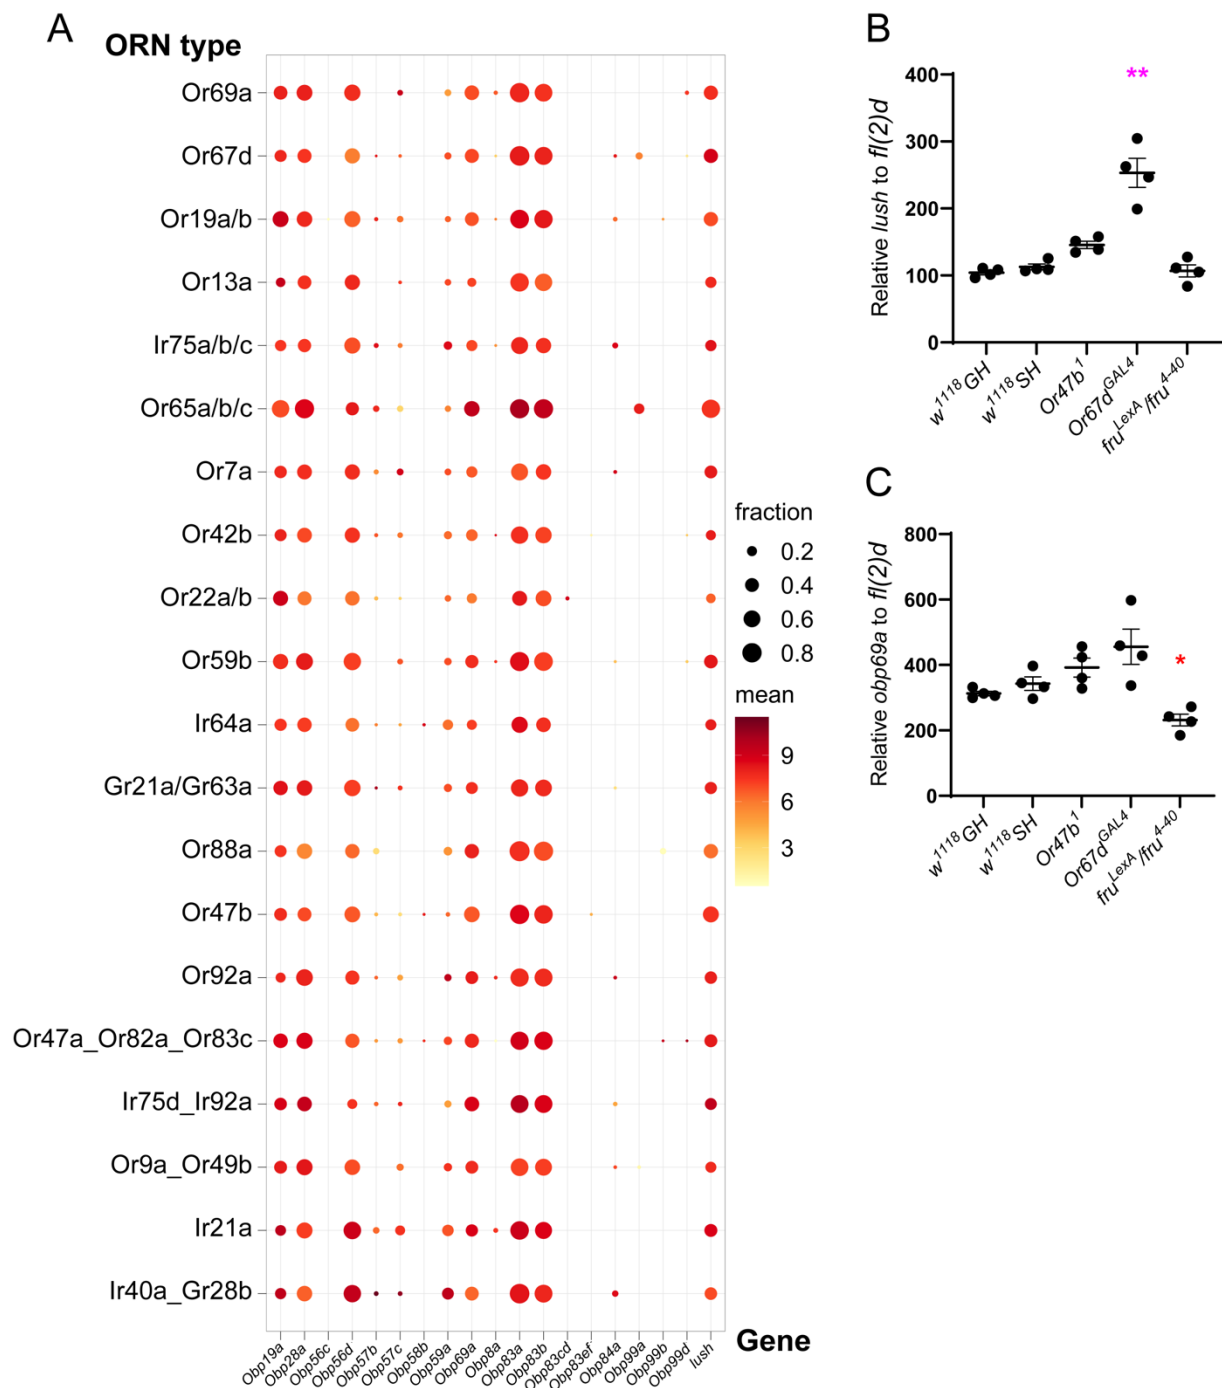

**Figure S5. Validation of *Obp* expression across ORN classes and in mutants. (A)** ORN class-specific expression of *Obps* based on single-cell RNA-seq datasets from the adult ORNs (McLAUGHLIN *et al.* 2021). The size of each circle indicates the fraction of positive cells ( $\log_2(\text{CPM}+1) > 0.5$ ) and color intensity indicates the mean expression

( $\log_2(\text{CPM}+1)$ ) of all positive cells. **(B-C)** Quantitative RT-PCR validation of *lush* **(B)** and *Obp69a* **(C)** expression from antennae of grouped and socially isolated wild types, *Or47b* mutants, *Or67d* mutants, and *fru<sup>M</sup>* mutants normalized to *fl(2)d*. One-way ANOVA was used for significance test, followed by multiple comparisons (compare other groups to *w<sup>1118</sup> GH*). \*  $p < 0.05$ , \*\*  $p < 0.01$ , \*\*\*  $p < 0.001$ , \*\*\*\*  $p < 0.0001$ . not significant if no \* labeled.

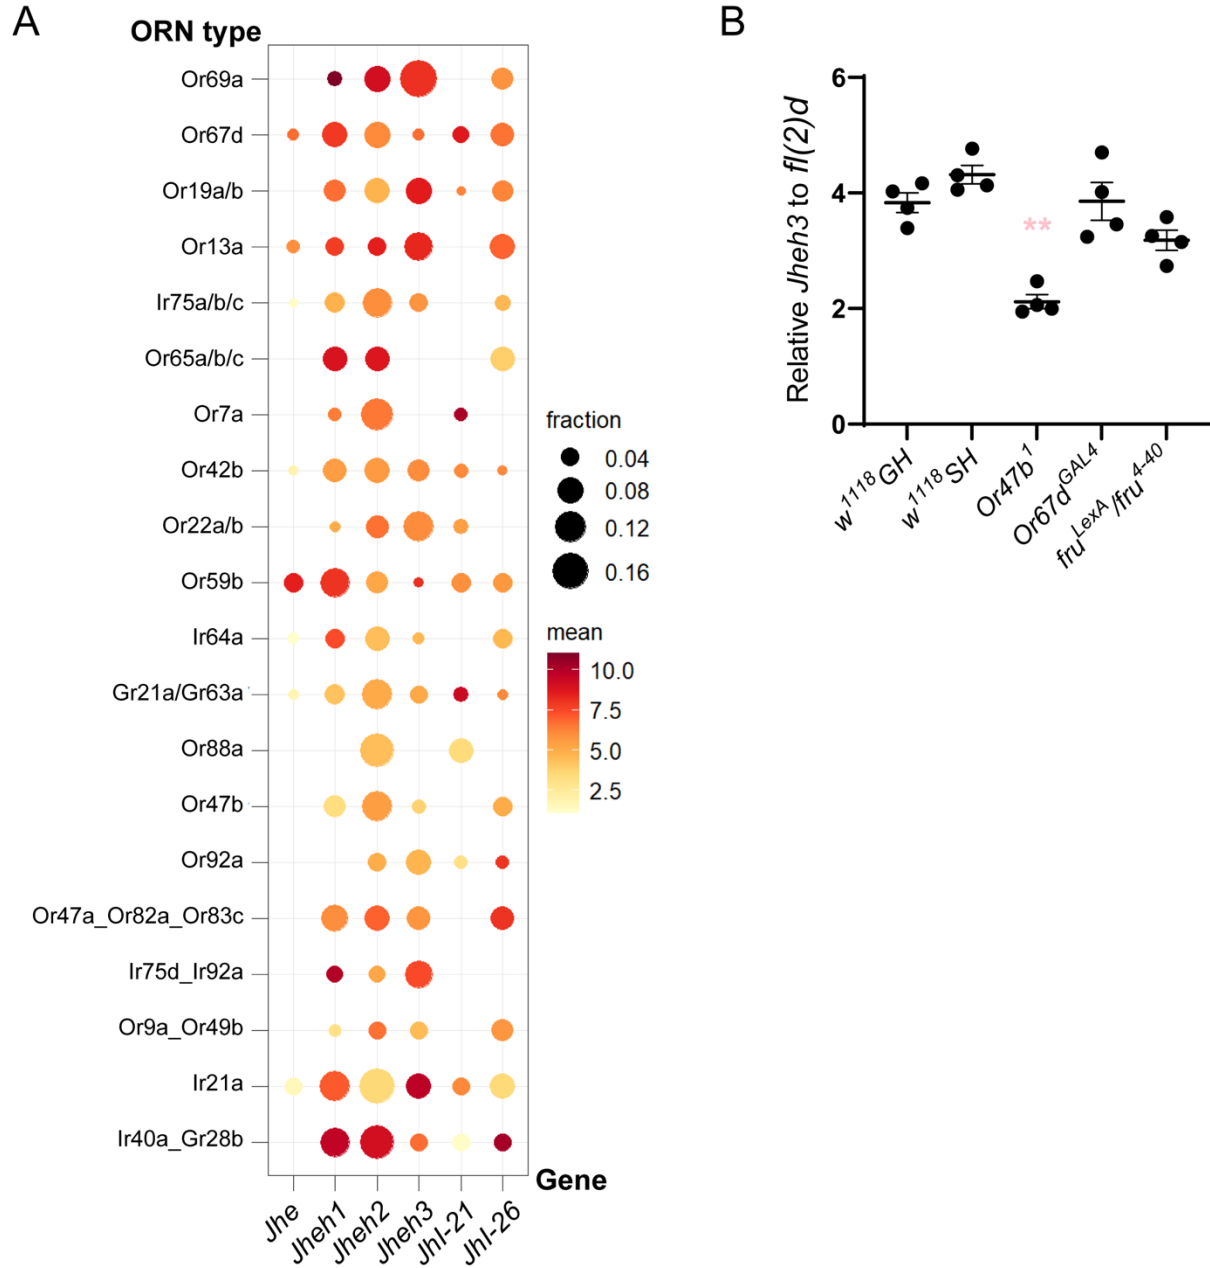

**Figure S6. Validation of hormone-related gene expression across ORN classes and in mutants. (A)** ORN class-specific expression of juvenile hormone regulators based on single-cell RNA-seq datasets from the adult ORNs (McLAUGHLIN *et al.* 2021). The size of each circle indicates the fraction of positive cells ( $\log_2(\text{CPM}+1) > 0.5$ ) and color intensity indicates the mean expression ( $\log_2(\text{CPM}+1)$ ) of all positive cells. **(B)**

Quantitative RT-PCR validation of *Jheh3* expression. Relative expression of *Jheh3* from antennae of grouped and socially isolated wild types, *Or47b* mutants, *Or67d* mutants, and *fru<sup>M</sup>* mutants normalized to *fl(2)d*. One-way ANOVA was used for significance test, followed by multiple comparisons (compare other groups to *w<sup>1118</sup> GH*). \*  $p < 0.05$ , \*\*  $p < 0.01$ , \*\*\*  $p < 0.001$ , \*\*\*\*  $p < 0.0001$ . not significant if no \* labeled.

A

## Genetic distance: this study vs DGRP

- Universally transcribed regions on autosomes
- Tree built with clustalw using the neighbor-joining algorithm

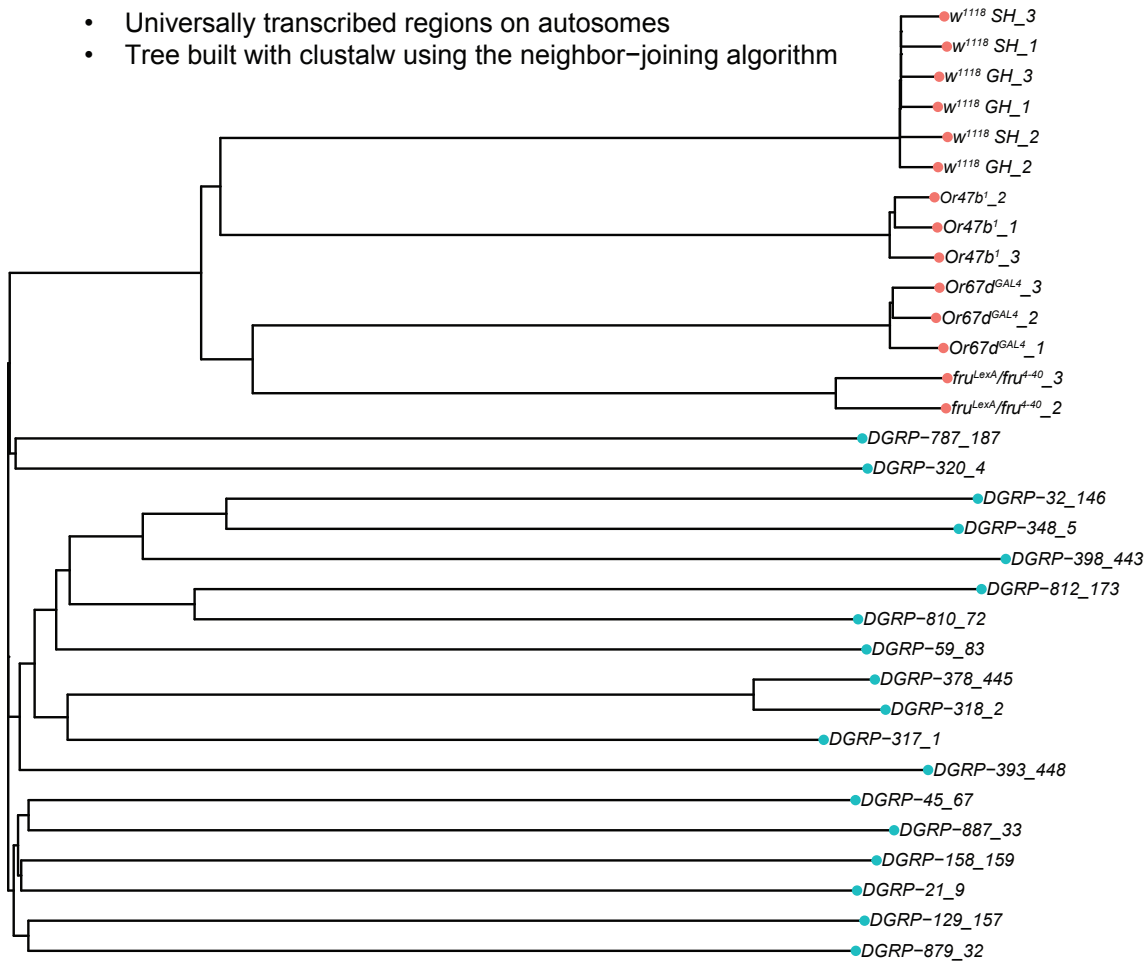

B

Expression of negative and positive control genes:  
this study and another antennal RNA-seq study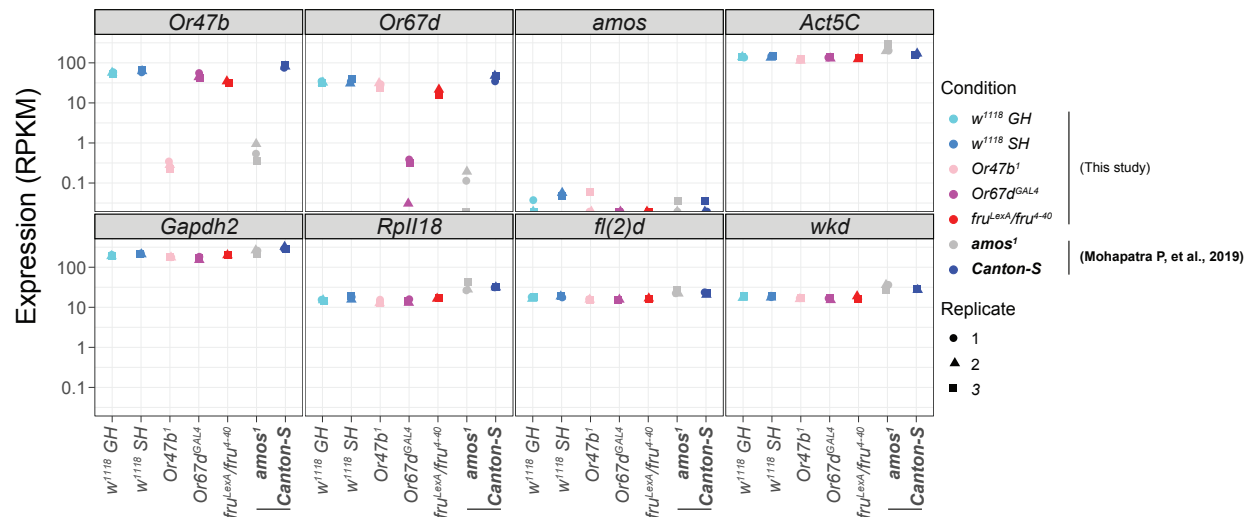

**Figure S7. Examining the background effect of different genetic lines used for RNA-seq analysis in this study. (A)** Genetic distance among our samples and 18 randomly selected *Drosophila melanogaster* Genetic Reference Panel (DGRP) lines. DNA sequences of lines used in this study were analyzed from universally transcribed regions on autosomes of the RNA-seq samples. Phylogeny tree was built with clustalw using the neighbor-joining algorithm (see method section for details). **(B)** Expression of the negative and positive control genes among our samples and two additional antennal samples from different labs and genetic backgrounds. *Or47b* and *Or67d* genes are not expressed in *amos* mutants; *amos* gene is not expressed in adult antenna. All other “housekeeping genes” used in this study, All other “housekeeping genes” used in this study, *Act5C*, *Gapdh2*, *Rpl18*, *fl(2)d*, and *wkd*, are unchanged between *amos*<sup>1</sup> mutants and *Canton-S* wildtype strains.

## Methods

### **Genetic distance analysis of samples used in this study and *Drosophila melanogaster* Genetic Reference Panel (DGRP) lines**

We randomly picked 18 DGRP lines, downloaded their DNA sequences from (HUANG *et al.* 2014), and mapped to the reference genome. These uniquely mapped alignments, and transcribed regions mapped from RNA-seq data of this study, were used to jointly call variants in VCF format via Freebayes (GARRISON AND MARTH 2012) using standard filters. To improve time economy, bedtools (QUINLAN AND HALL 2010) was used to restrict variant calling to those regions which have nonzero coverage in all samples. vcftools (DANECEK *et al.* 2011) was used to filter the called variants, retaining only biallelic SNPs with no missing calls. For each sample in a given VCF, bcftools (DANECEK *et al.* 2021) was used to extract and concatenate the variable alleles into a single sequence. Each site contains two alleles, one for each strand, and these were simply concatenated, i.e., each site contributes two nucleotides. These concatenations were combined in a single FASTA file and treated as a multiple sequence alignment (MSA). Genetic distance was then computed for the MSA using clustalW2 (LARKIN *et al.* 2007). The resulting tree was visualized with treeio (WANG *et al.* 2020) and ggtree (YU 2020).

### **Examine the control gene expression in additional antennal RNA-seq samples**

We analyzed the previously published RNA-seq datasets (MOHAPATRA AND MENUZ 2019) using the same pipeline described in the main text. This dataset contains antennal RNA samples from 3-5-day-old *amos*<sup>1</sup> mutant and *Canton-S* wild-type flies, three biological

replicates each. The whole RPKM matrix of each replicate is in Table S5. We then plotted the expression of eight control genes used in Figure 1D of these two additional genetic backgrounds together with all five groups of this study in Figure S7B.

## References

- Danecek, P., A. Auton, G. Abecasis, C. A. Albers, E. Banks *et al.*, 2011 The variant call format and VCFtools. *Bioinformatics* 27: 2156-2158.
- Danecek, P., J. K. Bonfield, J. Liddle, J. Marshall, V. Ohan *et al.*, 2021 Twelve years of SAMtools and BCFtools. *Gigascience* 10.
- Garrison, E., and G. Marth, 2012 Haplotype-based variant detection from short-read sequencing. *arXiv preprint arXiv:1207.3907*.
- Huang, W., A. Massouras, Y. Inoue, J. Peiffer, M. Ramia *et al.*, 2014 Natural variation in genome architecture among 205 *Drosophila melanogaster* Genetic Reference Panel lines. *Genome Res* 24: 1193-1208.
- Larkin, M. A., G. Blackshields, N. P. Brown, R. Chenna, P. A. McGettigan *et al.*, 2007 Clustal W and Clustal X version 2.0. *Bioinformatics* 23: 2947-2948.
- McLaughlin, C. N., M. Brbić, Q. Xie, T. Li, F. Horns *et al.*, 2021 Single-cell transcriptomes of developing and adult olfactory receptor neurons in *drosophila*. *eLife* 10.
- Mohapatra, P., and K. Menuz, 2019 Molecular Profiling of the *Drosophila* Antenna Reveals Conserved Genes Underlying Olfaction in Insects. *G3 (Bethesda)* 9: 3753-3771.
- Quinlan, A. R., and I. M. Hall, 2010 BEDTools: a flexible suite of utilities for comparing genomic features. *Bioinformatics* 26: 841-842.
- Wang, L. G., T. T. Lam, S. Xu, Z. Dai, L. Zhou *et al.*, 2020 Treeio: An R Package for Phylogenetic Tree Input and Output with Richly Annotated and Associated Data. *Mol Biol Evol* 37: 599-603.
- Yu, G., 2020 Using ggtree to Visualize Data on Tree-Like Structures. *Curr Protoc Bioinformatics* 69: e96.

How the deposited data were processed for this re-analysis (not part of the article)

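RNA from antennae of 7-day-old males was sequenced in 5 groups, w1118 GH, w1118 SH, *Or47b1*, *Or67dGAL4* and *fruLexA/fru4-40*, with 3 samples per group except for *fruLexA/fru4-40*, for which the paper used 2. The authors trimmed the reads with FASTP, mapped them to dm6 with MapSplice2, removed duplicates, filtered for mapping quality and correct pairing, and deposited featureCounts counts of reads per gene without normalization. The deposited tables also give the exon length of each gene in bases, as written by featureCounts. The paper's text does not name the versions of these tools, the release of the annotation or the strandedness of the counting, and the deposited entries describe the libraries as not stranded.

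The tables hold 17490 genes, of which 17288 are named in the reference annotation and 17144 have the same position there (99.2%). Samples were grouped by the condition their labels and the paper's methods give. One deposited sample, *fruLexA/fru4-40* replicate 1, is not among the paper's 14 and is used only where all 15 samples are named. Total counts per sample ran from 8570425 to 14908299 over the 14 samples, so 3 counts, taken as the smallest signal a library can show, correspond to between 0.201 and 0.35 CPM. Intervals and floors cover counting error only.

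Each of the 4 other groups was compared with w1118 GH with edgeR 4.0.16 in R 4.3.3, using TMM normalization, filterByExpr, and a quasi-likelihood fit to all 5 groups, which left 10358 tested genes and a common biological coefficient of variation of 0.151. P-values were adjusted by the Benjamini-Hochberg method within each comparison. Counts of changed genes use the adjusted p times 4 at a threshold of 0.01, and single genes use 0.05. Log2 CPM for principal components and correlations used a prior count of 2. Families were compared with all other tested genes by two-sided Fisher's exact tests, adjusted over 20 tests. DESeq2 1.42.0 served as an alternative test, and Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 was used for tables and figures. On simulated data with 200 changed genes among 10358, edgeR called between 111 and 125 of the changed genes per comparison, and at most 1 unchanged gene.

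The tests, the thresholds, the families and the alternatives were set before the data were examined. The alternatives were DESeq2 on all 5 groups or on the compared groups only, edgeR on the compared groups only, RLE size factors, total counts only, no filter on low counts, a minimum of 10 counts in every sample, the replicate number as a block, all 15 samples, thinning to the smallest library, other thresholds, other settings of the principal components, w1118 SH as the reference of one comparison, and leaving out each sample in turn. DESeq2 with the shrinkage estimator of apeglm 1.24.0, on all 5 groups or on the compared groups only, was added after the values were seen. The genes named in the text are those the paper's results name for these data and, per comparison, up to 5 with the largest increase and 5 with the largest decrease among genes past the threshold whose groups do not overlap. *Dhc36C* and *Amy-p* and the marker genes of other body parts were chosen after their values were seen. Exon usage, Gene Ontology terms, quantitative RT-PCR and imaging are not analysed here. One gene name of the paper, Ctn3, was not found in the annotation.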

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

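The tests on testis and eye genes and on *white* were chosen only after the result was seen, apart from the test of shared replicate numbers over all genes and that of the depth of *fruLexA/fru4-40* replicate 1.

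w1118 GH replicate 2 held transcripts of genes that the paper does not discuss. The summed RPKM of 6 testis genes was 112 there, against at most 5.37 in the other 13 libraries, and all 6 of these genes were highest in this library. Its summed RPKM of skeletal muscle genes was 144, against 120 in the next highest library, *fruLexA/fru4-40* replicate 3. That library had the highest sums of accessory gland genes (13.0) and fat body genes (32.1). Summed gut genes were 157, 24.7 and 71.6 in *Or67dGAL4* replicates 1 to 3, against 11.3, 15.4 and 28.9 in w1118 GH. Such signals were thus not limited to w1118 GH replicate 2. The depth of w1118 GH replicate 2, 11.01 M counts, is within the range of the group, so greater depth does not account for its testis signal. RNA from other body parts is a candidate source that remains. No biological explanation was tested, since the 3 samples of the group share one condition. Without the genes raised at least 2-fold in this library, 9869 genes were left and 3 passed the threshold in w1118 SH, as before.

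*ninaE*, an eye gene outside those the paper discusses, reached an RPKM of 36.7 in *Or47b1* replicate 3, against at most 17.0 in the other 13 libraries of the paper and 25.8 in *fruLexA/fru4-40* replicate 1. Over 14 eye genes the same replicate number, 3, had the highest level in 3 of the 4 groups with 3 replicates. In w1118 GH it was replicate 2, at 44.1 against 40.9 and 41.0. In *fruLexA/fru4-40*, with the replicate the paper did not use, it was replicate 1, at 139 against 48.6 and 71.1. Eye genes alone thus do not follow the replicate number in every group. Over all tested genes, deviations from the group means were more correlated between samples with the same number than between others, by 0.16. Over the 18 same-number pairs r ran from -0.19 to 0.36, with a mean of 0.11. Deviations within a group sum to 0, which ties the value of the other pairs to this mean, so the gap is no independent comparison. A batch shared by replicate number is thus possible and not shown. The pattern in the eye genes cannot be told apart from such a batch.

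The *white* transcript had at least 42 counts in every mutant library, *fruLexA/fru4-40* replicate 1 included, and at most 1 in a w1118 library. A mini-white marker of the transgenes, or a chromosome with intact *white* in the mutant stocks, may be the source, and the count of 42 is above the floor of 3. The paper's methods give *w+* in the genotype of *fruLexA/fru4-40*, a candidate source there, and UAS transgenes in both receptor mutants. Which source the reads came from was not tested in any of the mutants, and no biological explanation was tested.

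*fruLexA/fru4-40* replicate 1, which the paper did not use and whose deposited entry carries a QC warning without details, had 5.91 M counts. When replicates 2 and 3 were thinned to its total, its r with them was 0.9602 and 0.9471, while their r with each other was 0.9795. Lower depth alone does not account for its distance. Its other causes were not tested.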

How the results depend on the processing

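With DESeq2 on all 5 groups, 102 genes passed the threshold in w1118 SH (70 increased) and 1662 in *fruLexA/fru4-40* (651 increased, 39.2% against 49.4%), 4 in the same direction in all 4 comparisons, and the same-direction share of *Or47b1* and *fruLexA/fru4-40* was 89.2%. With DESeq2 on the compared groups only, the counts were 183 in w1118 SH, 1721 in *Or47b1* and 1919 in *fruLexA/fru4-40*, 11 genes in all 4, and a share of 85.3%. With edgeR on the compared groups only, 0 genes passed in w1118 SH, 522 in *Or67dGAL4* and 203 in *fruLexA/fru4-40*, and at an unadjusted p under 0.05 the fit to all groups gave 1638 genes in w1118 SH. With all 15 samples the counts were 1, 508, 529 and 565 in the 4 comparisons and 1844 in at least 1 of them. An adjusted p under 0.01 without the factor gave 7 genes in w1118 SH, 1718 in *Or67dGAL4* and 1743 in *fruLexA/fru4-40*. An adjusted p under 0.05 gave 103, 2117, 3052 and 3187 genes, 5399 in at least 1 comparison, 10 in all 4, and shares of 86.8% for *Or47b1* with *fruLexA/fru4-40* and 93.6% for *Or67dGAL4* with *fruLexA/fru4-40*. A log2 fold change of at least 1 left 436, 460 and 327 genes in the mutants and 1087 in at least 1 comparison. The cause was not tested for any of these changes.

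Across the fits that each left out one sample, the counts ran from 1 to 42 in w1118 SH, from 534 to 930 in *Or47b1*, from 691 to 1272 in *Or67dGAL4*, from 503 to 1099 in *fruLexA/fru4-40*, from 2206 to 3715 in at least 1 comparison and from 0 to 1 in all 4. The shares ran from 91.3% to 93.6% for *Or47b1* and *Or67dGAL4*, from 92.5% to 95.5% for *Or47b1* and *fruLexA/fru4-40* and from 94.1% to 96.5% for *Or67dGAL4* and *fruLexA/fru4-40*. The cause was not tested.

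PC1 held 37.6% of the variance with the 500 most variable genes, 38.2% after the variance-stabilizing transformation, 27.2% with scaled genes and 30.5% with all 15 samples. PC2 held 22.0% after that transformation and 16.2% with all 15 samples. The cause was not tested.

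Of 142 single-gene results, 95 kept their direction and their side of the threshold under every alternative that was run. Over 3628 values, 123 were weaker and 26 stronger, 14 were reversed and 7 moved where one *fruLexA/fru4-40* sample was left. All 15 samples gave 30 of the weaker values. The log2 fold change of *fru* in *Or47b1* was -0.01 with total counts only and ran from -0.06 to 0.13 with one sample left out. That of *fru* in *fruLexA/fru4-40* was 0.50 with all 15 samples. That of *Jheh1* in w1118 SH was 0.00 with both fits to the compared groups, RLE size factors and the block, 0.00 and negative with apeglm in both settings, -0.01 with total counts only and -0.02 with at least 10 counts in every sample, and ran from -0.04 to 0.05 with one sample left out. DESeq2 with apeglm, added after the values were seen, leaves the adjusted p as it is and shrinks the folds, and on all 5 groups it gave -0.03 for *TotC* and -0.01 for *Amy-p* in w1118 SH and 0.03 for *CG9287* in *fruLexA/fru4-40*. The cause was not tested for the other changes.

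Thinning to the smallest library lowered the number of genes from 868 to 801 in *Or47b1*, from 1067 to 972 in *Or67dGAL4*, from 951 to 906 in *fruLexA/fru4-40* and from 3191 to 2961 in at least 1 comparison, and left 3 in w1118 SH. These changes are within the limits set. Calls were lost with reads, and whether greater depth would add more was not tested. Depth limits the folds given as lower bounds. *amos*, with at most 1 count in a library, and *GluRIIB*, with at most 2, were below the filter, and whether depth or lack of expression is the reason was not tested.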

Differences from the paper's values

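The counts on genes ran from 8.57 M to 14.91 M per sample, while the paper's range of mapped reads is 24 M to 40 M. No alternative changes these totals.

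No gene (0) passed the threshold in the same direction in all 4 comparisons, against about 1 in Fig. 2b of the paper, read by eye. None of the alternatives set before the data were examined gave that number except leaving out w1118 SH replicate 1. In w1118 SH 3 genes passed, against about 22 in Fig. 2b of the paper, read by eye, and no such alternative closed the gap.

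The paper's supplement lists genes increased in this comparison only and genes decreased in this comparison only, for each of the 4 comparisons. In w1118 SH, 3 genes were increased against the paper's 10, and 0 decreased against the paper's 6, and no alternative set before the data were examined closed either gap. In *Or47b1* only, 233 genes were increased against the paper's 451. DESeq2 and edgeR on the compared groups only gave 539 and 335, within 1.5 times the paper's value, and the others did not. In *Or67dGAL4* only, 259 genes were decreased against the paper's 114, and DESeq2 on the compared groups only (147), edgeR on the compared groups only (103) and all 15 samples (109) came within that limit. In *fruLexA/fru4-40* only, 254 genes were decreased against the paper's 465, and DESeq2 on all 5 groups (592) and on the compared groups only (673), RLE size factors (329) and at least 10 counts in every sample (384) came within it.

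The log2 fold change of *Cyp4p2* in *Or67dGAL4* was -0.91 against the paper's -0.52, and with DESeq2 on all 5 groups and with RLE size factors it was -0.90, hardly moved but within 1 standard error of that fit. That of *cac* in *Or67dGAL4* was 0.63 against the paper's 0.45, and with total counts only (0.58), no filter (0.59), the block (0.62) and all 15 samples (0.60) the paper's value lay within 1 standard error of the fit, although most of the gap remained. DESeq2 with apeglm, described below, gave -0.56 on all 5 groups and -0.44 on the compared groups only for *Cyp4p2*, near the paper's value, and 0.58 and 0.56 for *cac*, still above it. That of *Obp56c* in *fruLexA/fru4-40* was 3.80, at least 3.22-fold higher, against the paper's 0.19, and no alternative set before the data were examined closed the gap. That of *Jheh1* in w1118 SH was 0.00 against the paper's -0.01, and it was negative with total counts only and with at least 10 counts in every sample, and with apeglm negative but 0.00 after rounding. That of *CheA7a* in *Or47b1* was -9.83, at least 31.2-fold lower, against the paper's -0.17, and no alternative set before the data were examined closed the gap. None of these shrinks fold changes toward 0, while the paper's methods name DESeq2 with the apeglm shrinkage estimator. That estimator was run only after these values were seen. On the compared groups only it gave 0.08 for *Obp56c* and -0.15 for *CheA7a*, which closed both gaps, and on all 5 groups 3.04 and -9.98, which did not. On the compared groups only, most other values compared stayed near the paper's, but some moved away. *Obp99a* in *Or47b1* had -0.42 against the paper's -3.59, and *CG18577* in *fruLexA/fru4-40* -0.26 against -5.82. *Amy-p* in w1118 SH had -0.05 against -6.88. Shrinkage of folds that rest on few counts is a candidate explanation for the differences of *Obp56c* and *CheA7a*, but neither setting reproduced all of the paper's values.

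The paper ranks *fru* mutants first by the number of changed genes. Here *Or67dGAL4* had 1067 genes and *fruLexA/fru4-40* 951, and DESeq2 in both settings and all 15 samples put *fruLexA/fru4-40* first. So did at least 10 counts in every sample (1025 against 961), an adjusted p under 0.01 (1743 against 1718) or under 0.05 (3187 against 3052), and leaving out *Or67dGAL4* replicate 2 (896 against 721) or 3 (892 against 758). It came last with edgeR on the compared groups only (203, against 815 in *Or47b1* and 522 in *Or67dGAL4*), with a log2 fold change of at least 1 (327, against 436 and 460), and without w1118 GH replicate 2 (642, against 706 and 823) or 3 (503, against 591 and 720). The paper's text gives *5-HT2B* as increased in *fru* mutants. Its supplement gives -0.49, so that the text differs from the paper's own value, and the log2 fold change here was -0.49, negative under every alternative listed in the processing summary for which it was run. The paper gives *CG13659* as changed in all conditions, and in w1118 SH its adjusted p of 0.014 from edgeR's quasi-likelihood test, times 4, was above 0.01. DESeq2 called it there in both settings, with adjusted p of 9.4e-05 and 7.9e-08. The paper gives *Jheh1* and *Jheh2* as unchanged in the receptor mutants, and in *Or67dGAL4* they rose by 0.39 and 0.38 on the log2 scale. *Jheh1* was above 0.05 there with edgeR on the compared groups only, without the filter and with all 15 samples, and *Jheh2* with all 15 samples. The paper gives *Obp99a* as decreased in *Or67d* mutants, and its adjusted p here was 0.056 from edgeR's quasi-likelihood test, and 0.020 with edgeR on the compared groups only. It stayed above 0.05 with DESeq2 on all 5 groups (0.056) and on the compared groups only (0.11). The same held in edgeR with the block (0.065) and with all 15 samples (0.071). The paper gives *Jheh3* as increased in single-housed males, and its adjusted p here was 0.10 from the same edgeR test, and 0.021 and 1.3e-06 with DESeq2 on all 5 groups and on the compared groups only.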

Other observations

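The tests of other splits of the samples, of the rest of the chromosome arm, of *Dhc36C*, of the gut genes and of library size were chosen only after the result was seen.

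Of the 10 splits of the 6 samples of a comparison into 3 and 3, 4 part all same-numbered pairs. Only the real split among these, 1 of 4, gave as many genes, in w1118 SH, in *Or47b1* and in *Or67dGAL4*. The other splits, which include 6 that part 1 pair, gave at most 1 gene in w1118 SH and 0 in the mutants, with up to 884, 548 and 1465 genes at an unadjusted p under 0.05. Each other split mixes the 2 conditions on both of its sides, which widens the spread within each side and leaves few calls to be made. The splits are thus no measure of what chance would give. On log2 CPM, r was at least 0.9598 within w1118 GH, 0.9798 within *Or47b1* and 0.9804 within *Or67dGAL4*. Between w1118 GH and these 2 mutants it was at most 0.959 and 0.9574. These values argue against a grouping by chance for the 2 receptor mutants. Between w1118 GH and w1118 SH r reached 0.9908, and there a grouping by chance is left open.

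Changed genes around a mutated gene may come from the chromosome carried with the mutation. Within 2 Mb, the odds ratio of changed genes in two-sided Fisher's exact tests was 1.10 around *Or47b*, 1.56 around *Or67d* and 1.26 around *fru*, with adjusted p of 0.53, 0.014 and 0.33 over 3 tests. Around *Or67d* 14.9% of 362 tested genes passed in *Or67dGAL4*, against 10.1% elsewhere and 12.2% on the rest of the same chromosome arm, and 14.1% of the same genes passed in *fruLexA/fru4-40*. Against the rest of the arm the odds ratio was 1.27 (two-sided Fisher's exact test, adjusted p = 0.17 over 3 tests), so the 54 genes there cannot be told apart from a higher share on the whole arm, and linked sequence is left open. Outside the window lie 1012 changed genes.

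The same direction of change in pairs of mutants could come from the shared w1118 GH libraries. With w1118 SH as the reference of one mutant, the lower share of the 2 arrangements was still 90.2% for *Or47b1* and *Or67dGAL4*, 91.0% for *Or47b1* and *fruLexA/fru4-40*, and 94.5% for *Or67dGAL4* and *fruLexA/fru4-40*, so shared libraries do not account for it. All 3 mutants also differ from w1118 in stock. A hypothesis is that w1118 differs from other laboratory strains at the genes changed in all 3 mutants. Of 99 genes changed at least 2-fold in the same direction in all 3, only 10 are in the part of the paper's Canton-S table that could be read, and 10 of 10 lay on the same side in Canton-S, against 29 of 43 for genes of 1 mutant, a difference of 32.6 points (two-sided Fisher's exact test, p = 0.047). Without *white* it was 9 of 9 (p = 0.092 in the same exact test). *GluRIIA* is among these genes, with an RPKM of 3.11 in Canton-S against 0.0916 in w1118 SH. This is consistent with a strain difference in w1118 at such genes, but rests on 10 genes, and the Canton-S samples were of another age and study. The shared changes cannot be told apart from a difference in background.

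Fewer genes changed in w1118 SH than in the mutants. After thinning all libraries to the smallest total, 3 genes passed in w1118 SH and 801, 972 and 906 in the mutants, so differences in library size between the groups do not account for this order. Whether greater depth would add calls was not tested. Without the genes raised in w1118 GH replicate 2 the count in w1118 SH was again 3, but leaving such genes out could hardly add calls, so this cannot tell whether that library matters. The count depends on single libraries, with 1 gene without w1118 GH replicate 2 and 42 without w1118 SH replicate 1.

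*Dhc36C* was lower in all 3 w1118 SH libraries than in any w1118 GH library, with a log2 fold change of -0.87 (standard error 0.22, adjusted p = 0.083 from edgeR's quasi-likelihood test). It passed 0.05 with edgeR on the compared groups only (adjusted p = 0.027) and with DESeq2 on all 5 groups (0.014) and on the compared groups only (2.9e-13). Across the 14 libraries it correlated with the mean of 6 other genes of the second antennal segment, with Spearman's rho of 0.58 (permutation p = 0.034) and Pearson's r of 0.61 (permutation p = 0.020), both 0.034 after adjustment over the 2. Without w1118 SH replicates 1 and 2, the farthest from the median, r was 0.37 and rho 0.34, so the relation rests on those samples. The mean of the 6 genes fell by 0.91 on the log2 scale in w1118 SH, and 2 of the 3 libraries lay below every w1118 GH library. In *Or47b1* it fell by 0.35, also with 2 such libraries, while the log2 difference of *Dhc36C* was 0.04. In *fruLexA/fru4-40* the 6 genes changed by 0.26 and *Dhc36C* by -0.42. In *Or67dGAL4* both were lower, with -0.16 for the 6 genes and -0.41 for *Dhc36C*. The summed RPKM of the 7 genes was 51.9, 56.7 and 48.4 in w1118 SH against 61.5, 56.1 and 55.0 in w1118 GH, and 39.4 to 53.5 in the receptor mutants. In w1118 SH the mean of the 6 genes fell about as far as *Dhc36C*, but its members disagreed. With the replicate number as a block, the log2 fold changes were -2.54 for *nan*, -1.7 for *iav*, -0.83 for *nompC* and -0.42 for *tilB*. They were -0.11 for *nompA* (standard error 0.14) and 0.0 for *btv* (0.09). Less RNA from the second segment should lower all 6 genes, so the fall of the mean cannot decide for it. The mean and *Dhc36C* also moved apart in *Or47b1* and *fruLexA/fru4-40*, and the explanation is left open.

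*Amy-p*, a gut gene, was lower in all 3 w1118 SH libraries than in any w1118 GH library, at least 19.6-fold (adjusted p = 0.098 from edgeR's quasi-likelihood test, 0.00034 and 3e-06 with DESeq2 on all 5 groups and on the compared groups only). Of 6 other gut genes, 4 were lower in every w1118 SH library than in every w1118 GH library, namely *Amy-d*, *Mal-A1*, *Jon65Aiii* and *betaTry*. Chance separates 10% of genes when both directions are counted, and fewer in a single direction, as counted here. The genes are not independent, and whether reads were split between *Amy-p* and *Amy-d* was not tested. Gut RNA in some libraries may account for these lower levels.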
